# Transcriptome response analysis of *Arabidopsis thaliana* to leafminer (*Liriomyza huidobrensis*)

**DOI:** 10.1186/1471-2229-12-234

**Published:** 2012-12-11

**Authors:** Sufang Zhang, Zhen Zhang, Le Kang

**Keywords:** Plant defenses, Transcriptome, Microarray, Leaf miner, Pathogen, Systemic defense

## Abstract

**Background:**

Plants have evolved a complicated resistance system and exhibit a variety of defense patterns in response to different attackers. Previous studies have shown that responses of plants to chewing insects and phloem-feeding insects are significantly different. Less is known, however, regarding molecular responses to leafminer insects. To investigate plant transcriptome response to leafminers, we selected the leafminer *Liriomyza huidobrensis*, which has a special feeding pattern more similar to pathogen damage than that of chewing insects, as a model insect, and *Arabidopsis thaliana* as a response plant.

**Results:**

We first investigated local and systemic responses of *A. thaliana* to leafminer feeding using an Affymetrix ATH1 genome array. Genes related to metabolic processes and stimulus responses were highly regulated. Most systemically-induced genes formed a subset of the local response genes. We then downloaded gene expression data from online databases and used hierarchical clustering to explore relationships among gene expression patterns in *A. thaliana* damaged by different attackers.

**Conclusions:**

Our results demonstrate that plant response patterns are strongly coupled to damage patterns of attackers.

## Background

Plants have evolved a complicated resistance system to defend against damages from various types of attackers. Based on many studies devoted to plant defense signal transduction, three main plant defense hormones have been identified. They are salicylic acid (SA), jasmonic acid (JA), and ethylene (ET), which are the key signal molecules involved in defense against pathogens, insects, and fungi, respectively [1-3]. It has recently been shown, however, that these signals are correlated in a very complex fashion; sometimes they conflict, while at other times they cooperate [4,5], indicating that plants express various defense patterns when damaged by different attackers. The factors determining these plant response patterns are still not clear, however.

Plant responses to chewing insects and phloem-feeding insects are significantly different [6,7]. The two types of insects not only produce different elicitors, but also have different feeding guides. For example, wounding leads to leakage of plant cellular liquids, stimulating the mobilization of many defense pathways [8]; insect feeding causes similar damage to plants, but the elicitors in insect saliva can induce special plant defense proteins [9] or conversely suppress plant defense signals [10]. Phloem-feeding insects cause little wounding but have long damage durations, and plant defenses to these insects are thus slight [11,12]. In comparison to chewing insects and phloem-feeding insects, little is known about molecular responses to leafminers, which are insects with special feeding guides.

Pea leafminers (*Liriomyza huidobrensis*) feed on over 100 species in 22 plant families, including the model plant *Arabidopsis thaliana*. During the adult stage, the female fly uses her ovipositor to penetrate the epidermis of host plant leaves; she then either lays eggs inside the leaves or feeds at the wound site, which can greatly reduce photosynthesis and eventually kill young plants [13]. Although male flies are unable to puncture leaves, they occasionally feed at the wounds and oviposition punctures made available by females [14]. Plant cells around the oviposition holes usually die and form ayellow necrotic spot, which is similar to necrotic spots created by pathogens [15]. The leafminer is thus a special insect with a damage pattern in plants somewhat similar to pathogens, and is a good model to test relationships between insect damage patterns and plant defense patterns. In addition to its importance as a model insect in plant defense studies, this pest can cause economic losses to host plant crops, as mining larvae consume foliage while dwelling inside leaves [16]. Leafminer larvae consume mesophyll both in palisade and spongy tissues [13,17]. Leafminer plant damage is very serious, but the insects are difficult to detect at early stages because they are well-hidden in the leaves; it is therefore important to explore the inherent defenses of plants to this insect. Consequently, our study of leafminer-plant interactions is not only important for exploring the mechanisms of plant-insect interactions, but also of value for leafminer pest management.

In this study, we used an Affymetrix ATH1 *A. thaliana* microarray, from an organism with a well-understood genomic background and thus capable of comprehensively representing transcriptome response, to study expression pattern changes in *A. thaliana* in response to both local (LI) and systemic (SI) pea leafminer damage. We found that more than 3000 genes were induced in the locally-damaged tissue, and that these genes could be divided into two categories: metabolic processes and stimulus response. Systemic defense of *A. thaliana* to pea leafminer was very similar to local defense, and the SI-induced genes were almost the same as LI-induced genes, but fewer in number and with lower fold changes. Our analysis of defense signal pathways to leafminer in *A. thaliana* revealed that signal responses to insects, bacteria, and fungi were all greatly induced. We then downloaded data from online databases and used hierarchical clustering to explore the relationships among *A. thaliana* expression patterns induced by different types of predators. Interestingly, two different types of data provided evidence that the response to pea leafminer in *A. thaliana* is more similar to that induced by pathogens than by insects, supporting our hypothesis that plant response patterns are closely related to the damage pattern of attackers.

## Results

### Microarray expression patterns in leafminer-damaged *A. thaliana*

To evaluate expression pattern changes caused by leafminer damage in *A. thaliana*, we used an Affymetrix ATH1 *A. thaliana* GeneChip, which contained 22,810 probe sets covering most identified cDNA and open reading frames. 

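RNA of leaves was measured on 9 of these GeneChips, one sample per array and 3 biological replicates per group. The groups are leaves of healthy plants (H), leaves containing larvae (LI) and intact leaves next to them on the same plants (SI). Plants were 4 weeks old at oviposition and each sample came from at least 8 plants. By the paper's methods the infested leaves were collected 96 h after oviposition, whereas headings of its supplementary tables give 24 h for the leafminer. The deposited values are MAS5 signals, an intensity per probe set on a linear scale from which background had been subtracted, and carry no detection calls. Arrays differed in brightness, with median signals of 27.4, 22.4 and 22.1 for H, 27.8, 27.7 and 29.4 for LI, and 52.9, 39.2 and 36.3 for SI. The log2 signals were therefore centred on each array's median over the 22746 probe sets that are not controls, and scaled signals are given so that every array has the same median. Of these probe sets, 14678 had a signal at or above the 40th percentile of the array on at least 2 of 3 arrays of a group and were tested with limma in one model of the 3 groups. Differential expression was called at a Benjamini-Hochberg adjusted p of 0.05 or less and a change of 2-fold or more. A probe set under the 40th percentile on all 3 arrays of a group was treated as dim there. For it, and where a group's mean lay under the percentile, a fold is given only as a lower bound, the mean of the brighter group against the mean of that percentile or of its own signal where higher. Single genes were assigned to 13513 probe sets, several genes to 503, and 8730 carry no gene name here. Ratios of 3' to 5' signal of the control transcripts, on the log2 scale, were 1.23 ± 0.03 (SD, n = 3) in H, 0.92 ± 0.03 in LI and 1.28 ± 0.07 in SI for ubiquitin, 3.03 ± 0.12, 2.76 ± 0.21 and 3.05 ± 0.13 for actin, and 0.053 ± 0.127, 0.146 ± 0.115 and 0.300 ± 0.076 for GAPDH. Another pair of probe sets on the arrays measures the ends of each of these transcripts. Its mean 3' and 5' signals in H, as deposited, were 1679 and 734 for actin, 3016 and 2194 for ubiquitin, and 1351 and 1654 for GAPDH. For actin and ubiquitin these lie closer together than in the first pair, so the size of the ratio depends on the probe sets. The number of arrays limits the precision of every value.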

Three biological replicate experiments were performed with eight plants per treatment. Using RNA extracted from the three biological replicates, cDNAs were synthesized and hybridized to three replicate ATH1 GeneChips. To identify genes significantly regulated by instar feeding, the data were normalized and subjected to a significance analysis of microarrays (SAM). The quality and reproducibility of the data among the three experiments was examined by comparing all probe sets identified as “present.” 

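In the damaged leaves the signal of COR47, a dehydrin gene induced by cold, was 3374 ± 259 (SD, n = 3 arrays) against 412 ± 152 in healthy leaves, while intact leaves of infested plants had 417 ± 84.4. JMT, which encodes the enzyme that methylates jasmonic acid, behaved alike, with scaled signals of 122 ± 23.0 in LI, 26.9 ± 10.0 in H and 23.0 ± 0.655 in SI. Among the 14678 probe sets tested, 4635, 4050 and 4152 differed by 2-fold or more between a single LI array and the mean of the 3 H arrays, which is 31.6%, 27.6% and 28.3%. For the 3 SI arrays these numbers were 1761, 1332 and 1235, or 12.0%, 9.07% and 8.41%. Pearson correlations between arrays, across probe sets, ran from 0.663 to 0.758 between H and LI and from 0.882 to 0.935 between H and SI. Probe sets are not independent replicates, and no test was made on single arrays.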

The locally-infected (LI) tissues differed greatly from the control (healthy) ones, whereas the systemically-infected (SI) tissues accorded well with the controls (Figure 1). A comparison plot of two different control experiments (Figure 1C) indicated that our experiments were consistent among different samples. 

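Between single H arrays, 578, 687 and 1155 of the tested probe sets differed by 2-fold or more in the 3 possible pairs, which is 3.94%, 4.68% and 7.87%. Pearson correlations across probe sets within H ran from 0.943 to 0.960. Set against the mean of the other H arrays, the H arrays differed at 374, 564 and 666 probe sets, or 2.55%, 3.84% and 4.54%. Each LI and each SI array departed from the mean of H at more probe sets than that. Each also did so at more than any H array did from another, although a pair of single arrays is noisier than an array against a mean. Pairs of SI arrays differed at 327 to 1393 probe sets, with correlations from 0.924 to 0.969, and pairs of LI arrays at 322 to 623.

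**Figure D1:**
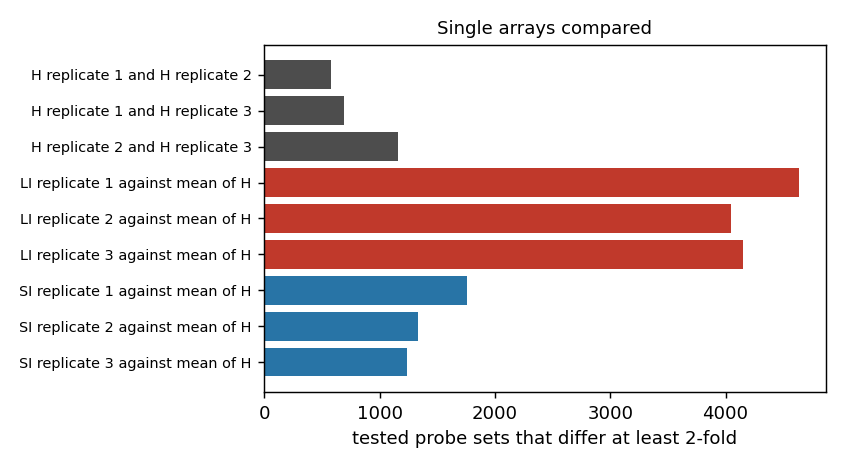
Number of tested probe sets with a difference of 2-fold or more (horizontal axis, counts) for pairs of H arrays and for each LI and SI array against the mean of the 3 H arrays (vertical axis). Each bar is 1 comparison without error. The H pairs reach at most 1155, the SI arrays 1235 to 1761 and the LI arrays 4050 to 4635. The H pairs are single arrays, which is noisier than an array against a mean.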

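Arrays of H and arrays of LI each formed a cluster of their own in hierarchical clustering with the uncentered correlation that the methods name, over the 14678 tested probe sets. Replicates 2 and 3 of SI joined the H cluster before SI replicate 1 did, so that the SI arrays did not form a separate group. With Euclidean distance all 3 groups separated. The first division lay between LI and the other 6 arrays under each distance tried. Within LI the correlations across probe sets ran from 0.965 to 0.977.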

Another analysis also confirmed that different samples from plants subjected to the same treatment had great coherence, because duplicates of the same treatments clustered together (Figure 2A). 

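Set directly against each other, 2559 probe sets differed between LI and SI leaves, 1609 higher in LI and 950 higher in SI (adjusted p of 0.05 or less from limma, 2-fold or more). COR47 was 3.03 higher in LI on the log2 scale (standard error 0.25, adjusted p = 3.01e-05 from limma). The ubiquitin ligase gene PUB23 followed with a difference of 2.27 (adjusted p = 0.00484) and the transcription factor gene WRKY6 with 2.27 (adjusted p = 0.000267). Lower in LI than in SI was CHLM, an enzyme gene of chlorophyll synthesis, at -1.04 (adjusted p = 0.00705). Over all 14678 tested probe sets, LI and SI arrays did not overlap at 7620, where chance gives 10% for 3 arrays against 3. Correlations across probe sets between an LI and an SI array ran from 0.811 to 0.864. Which side holds more probe sets depends on the scaling, with 762 higher in LI and 3354 lower in the values as deposited, and 1298 higher and 1334 lower after scaling to the hybridization controls, a setting chosen after the data were seen.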

LI and SI expression patterns differed greatly from one another (Figure 2A). Approximately 3096 genes were identified from LI tissue, with 1695 up-regulated and 1401 repressed; a much smaller number of genes were identified from the SI dataset, which contained 625 differentially-expressed genes, of which 496 were up-regulated and 129 were down-regulated. 

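Leaves containing larvae had 2135 probe sets with higher and 2010 with lower signal than healthy leaves, and intact leaves of the same plants 491 higher and 323 lower (adjusted p of 0.05 or less from limma, 2-fold or more, n = 3 arrays per group). Among the 12 probe sets with the largest fitted LI changes, 11 of them dim in H so that their order is not known, were AT2G22880, at least 20.7-fold in LI (adjusted p = 1.98e-07) and 1.19-fold in SI (adjusted p = 0.000133), and CML38, a calmodulin-like protein gene, at least 26.9-fold in LI (adjusted p = 1.16e-05). AT1G76640, which neighbours CML38 in TAIR10.1, rose at least 6.71-fold (adjusted p = 6.66e-06), and the glycosyltransferase gene UGT76E12 at least 16.6-fold (adjusted p = 1.18e-05). AT1G20030 and AT3G53600 rose at least 7.61-fold and 1.79-fold in LI (adjusted p = 5.39e-07 and 4.32e-06 from limma). The largest bound among the 11 dim in H, at least 66.8-fold in LI and 4.02-fold in SI, belongs to one without an assigned gene. The one of the 12 not dim in H, also without an assigned gene, had a mean under the percentile there. It was at least 112-fold higher in LI and 7.89-fold in SI. At the other end, AT2G27420 fell at least 27.5-fold in LI (adjusted p = 7.44e-06 from limma), from a scaled signal of 521 ± 178 to 14.5 ± 7.50 (SD, n = 3). CR4, a receptor-like kinase gene, was at least 1.69-fold lower (adjusted p = 6.31e-07), the transcription factor gene BZIP61 at least 2.47-fold (adjusted p = 0.00148) and AT1G49200 at least 9.09-fold (adjusted p = 3.16e-06). AT1G70985, AT5G22460 and AT4G36470 were lower by at least 3.39-fold, 4.84-fold and 1.46-fold. Of the 12 with the lowest fitted changes 10 were dim in LI. Of the 8 with the largest fitted SI changes, 6 were dim in H; one that was not, without an assigned gene, rose by 4.90 on the log2 scale, from a scaled signal of 43.3 ± 13.7 to 1243 ± 86.3. Over all 14678 tested probe sets, arrays of H did not overlap with those of LI at 8693 and with those of SI at 4040, where chance gives 10%. The balance of directions depends on the scaling. In SI it was 3251 higher and 51 lower in the values as deposited, 371 and 132 with log2(signal + 16), and 743 and 146 with the hybridization controls or 626 and 187 with a trimmed mean, both chosen after the data were seen. In LI it was 2608 higher and 1334 lower as deposited, 2024 and 2043 with quantile normalization, 1633 and 1083 with log2(signal + 16), 1963 and 2293 with the trimmed mean and 2330 and 1686 with the hybridization controls. Without a filter on dim probe sets 254 were higher and 164 lower in SI. The number lower in SI was 213 without SI replicate 2, and the SI call of AT2G22880 was lost with log2(signal + 16).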

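All 6 probe sets of Table 1 rose in both LI and SI. In the order of that table, 3 of them had a mean above the percentile in H, with log2 changes of 5.31, 6.39 and 4.60 in LI and 1.59, 3.16 and 1.86 in SI. The other 3, in the same order, had a mean under the percentile in H and were at least 109.6-fold, 36.0-fold and 112-fold higher in LI, and at least 9.24-fold, 2.98-fold and 7.89-fold in SI. Adjusted p from limma ran from 1.98e-07 to 7.78e-06 in LI and from 0.00036 to 0.00970 in SI. For the second probe set the scaled signal was 15.4 ± 2.37 (SD, n = 3 arrays) in H, 1812 ± 127 in LI and 167 ± 76.1 in SI. Each was higher in LI than in SI by 2-fold or more, with adjusted p from 9.49e-06 to 0.00217. In SI the call of the last one was lost when no filter was set on dim probe sets and that of the first one with log2(signal + 16). The qRT-PCR measurements themselves are not analysed here.

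**Figure D2:**
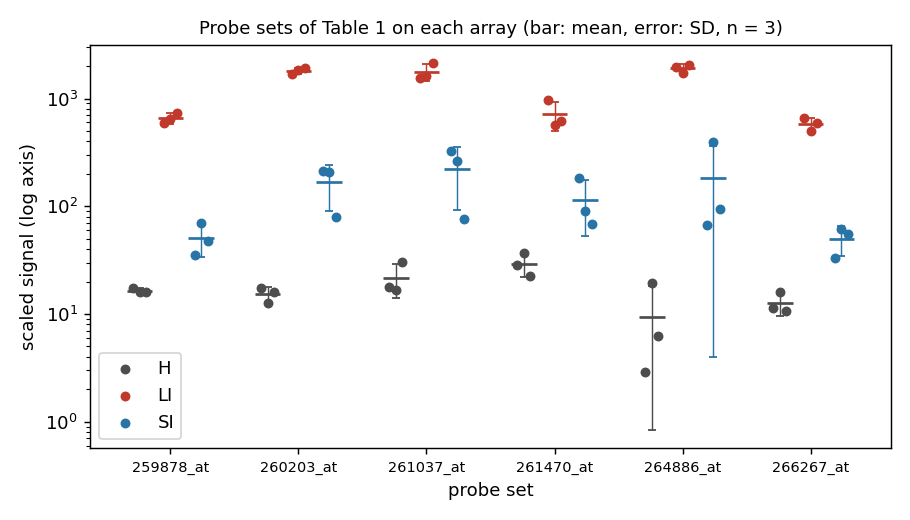
Scaled signal on a log axis of the 6 probe sets of Table 1 in H, LI and SI leaves. Points are the 3 arrays of a group, bars are means and error bars are SD; LI arrays lie above SI arrays and SI means above H means, for the fourth in that table at 1776, 223 and 21.7.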

Quantitative real-time PCR (qRT-PCR) was used to validate the microarray hybridization data, with the results confirming the microarray epxeriment’s reliability (Additional file 1).

**Figure 1:**
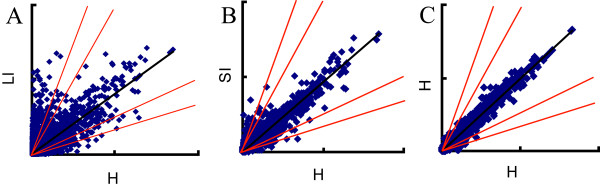
**Expression patterns of untreated and treated *Arabidopsis thaliana *plants.** Locally-damaged (LI) and systematically-damaged (SI) samples compared with corresponding untreated controls (H). A negative control hybridization was carried out using two untreated control samples. Diagonal red lines represent 2-fold and 3-fold induction/repression ratio cutoffs relative to the best fit line through the normalized data (middle black line).

**Figure 2:**
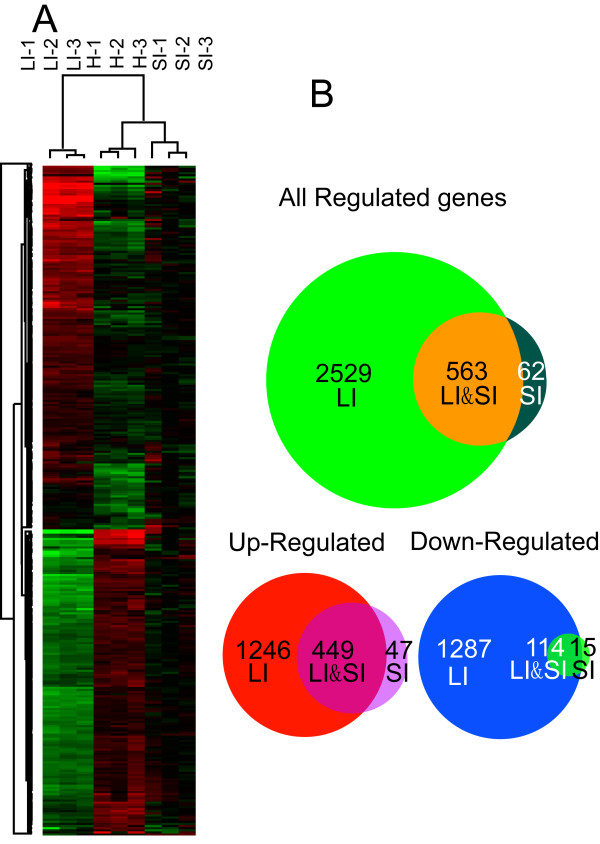
**Local and systemic response of *A. thaliana *to leafminer damage.** (**A**) Cluster analysis of local and systemic response of *A. thaliana* to leafminer damage. (**B**) Venn diagrams of local and systemic response of *A. thaliana* to leafminer damage.

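Changes against H in the damaged and in the intact leaves went together across the tested probe sets. AT1G20380 fell by 3.61 on the log2 scale in LI (adjusted p = 0.000108 from limma) and by 3.08 in SI (adjusted p = 0.00318). The neighbours COR15A and COR15B had scaled signals of 95.1 ± 59.4 and 30.7 ± 11.5 (SD, n = 3) in H, 1947 ± 232 and 536 ± 70.5 in LI, and 262 ± 41.3 and 67.0 ± 12.7 in SI. Across 14678 probe sets, which are not independent replicates, Pearson's r of the log2 changes was 0.763 and Spearman's rho 0.651. Both comparisons use the same 3 H arrays. Simulated unchanged groups that share simulated H arrays in the same way gave a mean Pearson's r of 0.500 and a mean rho of 0.475. The range of r was 0.468 to 0.532 in 1000 sets. The covariance was 0.610 against 0.0356 in the simulation, a difference of 0.574. The sign was the same for 72.1% of the probe sets and for 66.7% in the simulation. Sharing is already part of the simulated values, so the excess over them does not come from the spread of the shared arrays as simulated. The 0.500 belongs to groups without changes and is not the part of 0.763 that sharing gives. In the covariance that part was 0.0356 of 0.610. With 3 H arrays the controls could not be divided into sets of at least 2, so separate controls were not compared.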

Further analysis indicated a high correlation between differentially-expressed genes from SI and LI samples. 

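Of the 814 probe sets called in SI, 750 (92.1%) were called in LI with the same direction. OPCL1, which encodes a ligase of jasmonic acid synthesis, was one of them, with log2 changes of 3.18 in LI (adjusted p = 3.35e-06 from limma) and 1.97 in SI (adjusted p = 0.00106). The lignin synthesis gene CCR2 rose at least 16.6-fold in LI and 2.26-fold in SI (adjusted p = 6.17e-07 and 0.000754). SAG29, a gene of the senescence list, fell at least 2.73-fold in LI and 2.79-fold in SI (adjusted p = 0.00813 and 0.0179), although its SI call was lost without H replicate 2, H replicate 3 or SI replicate 2, without the filter on dim probe sets and in the values as deposited, and its LI call with log2(signal + 16). Independent sets of the same sizes would share 71.4 higher and 44.2 lower probe sets. Simulated arrays without any change, those of H included, had 0.02 shared probe sets on average and 1 at most in 100 sets. A small overlap follows there from the absence of changes. It cannot show how much of the 750 comes from the shared H arrays. Called in LI and not in SI were 3391 probe sets. The shared number was 507 without SI replicate 2, 386 without the filter on dim probe sets and 455 with log2(signal + 16), and with the values as deposited 57.8% of the SI probe sets were shared.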

Although LI and SI expression patterns were very different (Figure 2A), 567 of the 625 genes regulated in SI were differentially-regulated in LI (Figure 2B). 

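Higher in both LI and SI were 473 probe sets, or 96.3% of those higher in SI, and lower in both were 277, or 85.8% of those lower in SI. STZ, a zinc finger transcription factor gene of stress responses, rose by 4.79 on the log2 scale in LI and 3.13 in SI (adjusted p = 1.73e-06 and 0.000407 from limma). Among the lower ones, AT1G49200 fell by 2.47 in SI (adjusted p = 0.00308). In opposite directions 4 probe sets were called, and 60 were called in SI without a call in LI, 16 of them higher and 44 lower. Of those 60, 53 had the same sign in LI, and 15 differed between LI and SI by the direct test. The SI-only number was 27 higher and 80 lower without SI replicate 3, 32 and 51 without SI replicate 1, 6 and 28 without SI replicate 2, and 7 and 24 without the filter on dim probe sets. Its direction turned with the scaling, to 35 higher and 26 lower with quantile normalization and 1368 and 3 in the values as deposited, and to 48 and 14 with a trimmed mean and 60 and 12 with the hybridization controls, both chosen after the data were seen. The shared lower number was 179 without H replicate 3 and 180 without SI replicate 2, against 277 with all arrays.

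**Figure D3:**
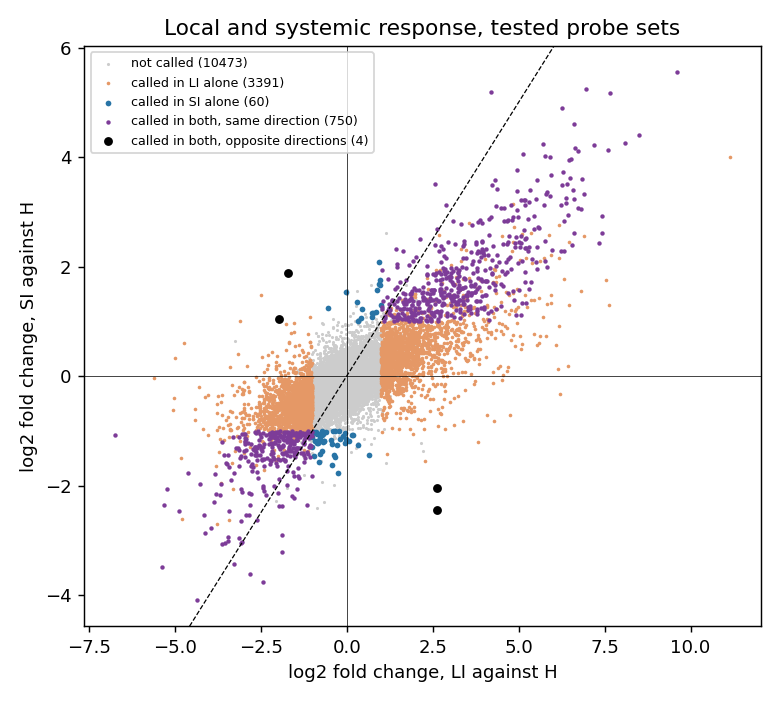
Log2 change in SI against H (vertical axis) and in LI against H (horizontal axis) for 14678 tested probe sets, one point each, with a dashed line where both are equal. Colours mark the 750 probe sets called in both the same way, 3391 called in LI alone, 60 in SI alone, 4 in opposite directions and 10473 not called; 686 of the shared ones have the smaller change in SI.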

The up- and down-regulated genes of SI, with a few exceptions, comprised a subset of the genes differentially-regulated in LI (Figure 2C, D). These results indicate that systemic and local defense responses of *A. thaliana* to leafminers involve similar mechanisms, but with different gene expression fold change ranges. 

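Within the 750 shared probe sets the response of the intact leaves was the weaker one. GRX480, a glutaredoxin gene of the salicylic acid response, rose by 4.79 on the log2 scale in LI (standard error 0.26, adjusted p = 5.45e-07 from limma) and by 1.95 in SI (standard error 0.26, adjusted p = 0.00166). Their difference of 2.84 passed the test as well (adjusted p = 4.68e-05). The median ratio of the SI to the LI change was 0.589 (quartiles 0.475 and 0.754). The change was smaller in SI for 686 of the 750, and for 402 the difference between LI and SI was called, in 4 of them with the larger change in SI. From the overlap of the genes together with their unequal fold changes, the paper infers similar mechanisms in local and systemic defense, with different ranges of fold change.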

A GO analysis of genes exclusively regulated in SI revealed that the 47 genes exclusively up-regulated in SI fell into classes focused on transcriptional regulation and stimulus response to elicitors such as hormones and chitin (Additional file 2).

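Without a call in LI, 16 probe sets were higher and 44 lower in SI, which became 6 and 28 without SI replicate 2 and turned to 35 and 26 with quantile normalization. Among the 6 with the largest SI change, the 2 with an assigned gene were AT5G12940, a leucine-rich repeat protein gene, at least 2.33-fold higher (adjusted p = 0.0303 from limma), and AT5G67390, at least 1.92-fold higher (adjusted p = 0.0285). In LI their fitted changes were 0.94 and 0.98 on the log2 scale, neither past the test (adjusted p = 0.0851 and 0.0678). For neither was the difference between LI and SI called (-0.74 and -0.68, adjusted p = 0.194 and 0.216). The largest fitted SI change of all belonged to a probe set without an assigned gene, at least 3.92-fold (adjusted p = 0.00228), for which LI and SI did differ (adjusted p = 0.0134). Calls of AT5G12940 and AT5G67390 in SI ended without SI replicate 1 or SI replicate 2, without the filter on dim probe sets, with log2(signal + 16), and in a model of H and SI alone. The GO classes themselves were not analysed here.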

### Functional classification of genes regulated by leafminer in *A. thaliana*

Biological process analysis of differentially-expressed genes using WEGO [18] classified LI- and SI-regulated genes into similar categories, but with more genes numbers in each biological process category in LI samples (Figure 3). The entire set of LI- and SI-regulated genes was concentrated into two large categories: metabolism and stress response (Figure 3A). Nitrogen, secondary, cellular, and primary metabolic processes were all significantly represented. 

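A gene of lignin synthesis rose and an expansin gene fell in the damaged leaves. CCR2 of lignin synthesis was the one tested gene of the phenylpropanoid list and rose in LI and SI. APL3, a subunit gene of starch synthesis and the one tested member of the carbohydrate list, had log2 changes of -1.09 in LI and -1.17 in SI, neither past the test over all probe sets (adjusted p = 0.0694 and 0.135 from limma). Of 2 tested genes of the cell wall list, EXPA8, an expansin gene, fell at least 4.37-fold in LI (adjusted p = 0.000691), and none changed in SI over all probe sets (1 higher adjusted over the list alone). None of the nitrogen metabolism list was among the probe sets with a single gene that were tested.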

Another process worthy of mention was regulation of cellular processes, which accounted for nearly 1/6 of the entire set of regulated genes. Many stimulus response genes were regulated by leafminer damage, the most significant categories being response to endogenous stimulus and response to chemical stimulus. These categories represented the majority of stimulus response genes expressed in both LI and SI. 

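Among genes that respond to the hormone auxin, GH3.3 and WES1, whose enzymes conjugate auxin to amino acids, rose in LI, GH3.3 at least 7.18-fold and WES1 by 2.21 on the log2 scale (adjusted p = 0.00019 and 0.000775 from limma). In SI they rose at least 1.61-fold and by 1.45 (adjusted p = 0.0348 and 0.0385). IAA29, the third tested gene of the auxin list, had 0.30 in LI and 1.56 in SI (adjusted p = 0.682 and 0.103). Adjusted over the list alone, 2 of the 3 were higher in LI and 3 in SI. As a set the auxin genes had an adjusted p of 0.101 in LI and 0.00191 in SI by camera, and 0.183 and 0.130 with an estimated correlation. For the oxidative stress list the one tested gene did not pass in LI or SI, nor did EIN3, the one tested gene of the ethylene list. Both SI calls were lost without the filter on dim probe sets and without H replicate 1 or 2, SI replicate 1 or 2, or LI replicate 2, which takes part in the estimate of the spread, and that of GH3.3 also with log2(signal + 16) and in a model of H and SI alone.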

Functional classifications for up-regulated genes were largely consistent with those of all regulated genes, although the differences in the numbers of genes in each GO category between LI and SI were smaller for up-regulated genes than for all regulated ones (Figure 3B). 

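Several genes of photosynthetic carbon fixation and of pigment synthesis fell in the damaged leaves. SBPASE and PRK, enzymes of the Calvin cycle, fell by 1.39 and 1.31 on the log2 scale in LI (adjusted p = 0.000227 and 0.0005 from limma). LYC of carotenoid synthesis fell by 1.79 (standard error 0.20, adjusted p = 4.52e-05), from a scaled signal of 597 ± 155 (SD, n = 3) to 169 ± 11.7. In chlorophyll synthesis CHLM fell by 1.51 (adjusted p = 0.000398) and CHLI2 by 1.00 (adjusted p = 0.00276). PORB of the same pathway had 1.01 and did not pass (adjusted p = 0.0783). Of 9 tested photosynthesis genes 2 fell and none rose in LI, with a median change of -0.34, and of 6 pigment genes 3 fell with a median of -0.50; the numbers were the same adjusted over the list alone. As sets these lists had adjusted p of 0.102 and 0.236 by camera in LI, and 0.574 for both with an estimated correlation. No gene of either list reached 2-fold with an adjusted p of 0.05 or less in SI, where RCA, PRK, SBPASE and LYC passed on adjusted p alone (0.0326, 0.0398, 0.0284 and 0.0324) with changes of -0.68, -0.79, -0.82 and -0.80. The SI photosynthesis set had a median of -0.50 and an adjusted p of 0.00123 by camera, 0.289 with an estimated correlation, but its median turned to 0.08 with quantile normalization, 0.03 with cyclic loess and 0.32 in the values as deposited. Pigment genes in SI had a median of -0.21 and an adjusted p of 0.478, and their median turned to 0.05 when scaled to the hybridization controls and to 0.61 in the values as deposited. The call of CHLI2 lies at the 2-fold threshold and ended without H replicate 1, H replicate 3 or LI replicate 1 and under quantile normalization, log2(signal + 16), no centring, cyclic loess or the hybridization controls.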

Down-regulated genes were mainly related to metabolism, with a few genes related to stimulus response (Figure 3C).

**Figure 3:**
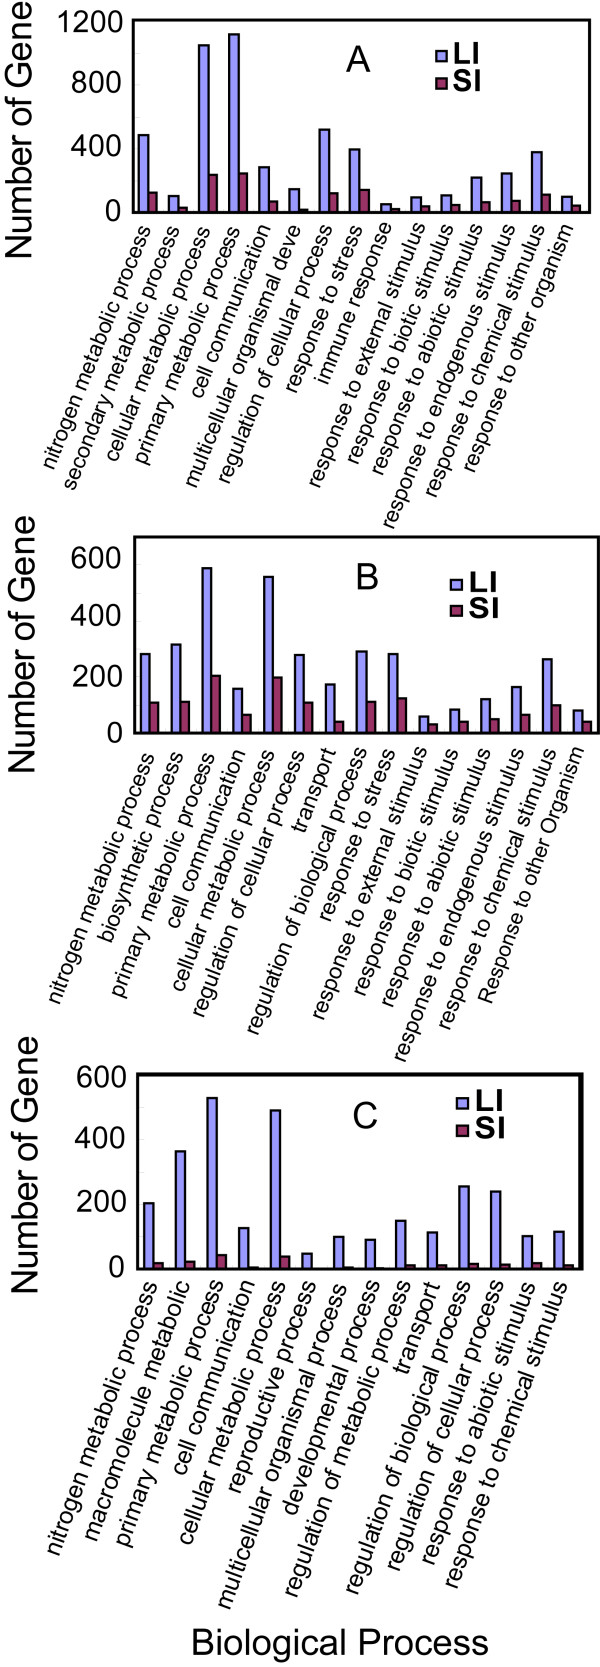
**GO classification of genes expressed in response to local and systemic leafminer damage in *A. thaliana *(*P *<0.01).** (**A**) All expressed genes. (**B**) Up-regulated genes. (**C**) Down-regulated genes. Only categories with more than 50 unigene clusters in LI are included.

Differentially-expressed genes in both LI and SI were related to metabolism and stimulus response, but the question might be asked as to whether up-regulated genes regulate different subpathways than the down-regulated ones. To determine this, we dissected pathways regulated by genes up- and down-regulated by leafminer damage using EasyGO, a Gene Ontology-based annotation and functional enrichment analysis tool [19]. 

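Genes of antimicrobial and other defense proteins rose in the damaged leaves, and several also in the intact ones. PDF1.2, a defensin gene, rose by 5.19 on the log2 scale in LI (standard error 0.63, adjusted p = 7.42e-05 from limma) and by 3.22 in SI (standard error 0.63, adjusted p = 0.0110). Its scaled signal was 71.7 ± 83.6 (SD, n = 3) in H, 1671 ± 282 in LI and 438 ± 141 in SI. THI2.1, a thionin gene dim in H, rose at least 9.58-fold in LI (adjusted p = 4.8e-06), and its SI signal is too near the floor for a bound. AT1G17860 rose by 3.40 in LI and 1.13 in SI, and the osmotin gene OSM34 at least 4.80-fold in LI (adjusted p = 0.0102). All 5 tested genes of this list were higher in LI, and 3 in SI (5 and 4 adjusted over the list alone). As a set they had an adjusted p of 0.000529 in LI and 0.000261 in SI by camera, and 0.183 and 0.130 with an estimated correlation. Without a filter on dim probe sets PDF1.2 and THI2.1 were not called in SI, and THI2.1 was also lost there without H replicate 1, H replicate 3 or SI replicate 1 and with log2(signal + 16), where its change was 0.43 (adjusted p = 0.398).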

Nearly all the up-regulated genes locally and systemically expressed in leafminer-damaged *A. thaliana* were clearly related to defense (Additional files 3 and 4). Although we used a very strict cutoff (*P* = 1 × 10^-5^), we found that many biological processes were enriched in up-regulated genes of LI and SI. 

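Most tested genes that respond to chitin and other microbial patterns rose in LI. WRKY6 rose at least 5.94-fold (adjusted p = 3.33e-05 from limma), WRKY22 at least 3.70-fold (adjusted p = 0.000294) and PUB23 by 2.79 on the log2 scale (adjusted p = 0.000727), while CML37 was at least 2.98-fold higher. Of 6 tested genes in this list 5 were higher in LI and 2, STZ and CML37, in SI (6 and 2 adjusted over the list alone); PUB22 did not pass in LI (adjusted p = 0.0663). The set had an adjusted p of 0.000494 in LI and 0.00149 in SI by camera, and 0.183 and 0.193 with an estimated correlation. Cold-induced genes rose as well, with COR15A at 4.54 (standard error 0.37, adjusted p = 5.37e-06), its neighbour COR15B (adjusted p = 1.81e-06) and COR47 at 3.09 in LI, and LTI30 at least 14.9-fold higher. In SI COR15A rose by 1.64 and COR15B by 1.18 (adjusted p = 0.0207 and 0.0284), calls that ended without SI replicate 1 or SI replicate 3, without the filter on dim probe sets, without H replicate 1 for COR15A, and without H replicate 3, with log2(signal + 16) or in a model of H and SI alone for COR15B. All 4 tested cold genes were higher in LI and 2 in SI (4 and 3 adjusted over the list alone), with adjusted p of 0.000494 and 0.00242 by camera and 0.183 and 0.193 with an estimated correlation. CML37 was dim in both H and SI, so no fold is given for SI, and its SI call was lost without the filter on dim probe sets, with signals raised to the 20th percentile and with log2(signal + 16).

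**Figure D4:**
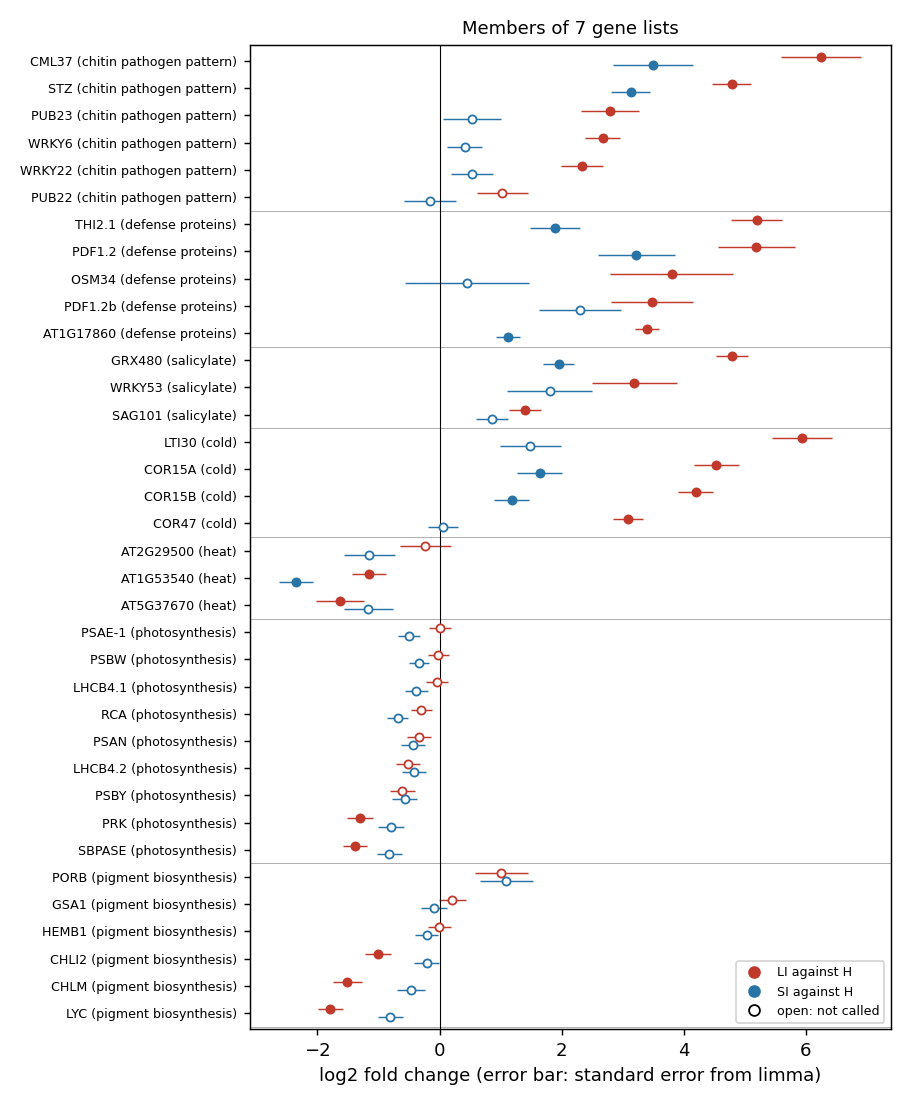
Log2 change against H (horizontal axis) of each tested gene in 7 of the gene lists (vertical axis), with LI in red, SI in blue and bars of 1 standard error. Filled points passed the test and open ones did not; in LI, 5 of 6 chitin genes and 4 of 4 cold genes are filled on the higher side, and 2 of 9 photosynthesis genes on the lower side. Points of genes whose mean lay under the percentile in a group show the fitted change and not a bound.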

Pathways directly related to defense were dramatically up-regulated, including responses to other organisms such as bacteria and fungi, wounding, abiotic stimuli such as osmotic stress, water, and cold, and chemical stimuli, including JA, ET, and chitin. 

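AT2G04400, which encodes the indole-3-glycerol phosphate synthase of tryptophan synthesis, rose by 2.17 on the log2 scale in LI (standard error 0.19, adjusted p = 8.17e-06 from limma). Its scaled signal was 296 ± 21.3 (SD, n = 3) in H, 1341 ± 218 in LI and 415 ± 57.4 in SI, where the change of 0.48 did not pass the test (adjusted p = 0.140). The difference between LI and SI did (1.69, adjusted p = 0.000126). UGT74B1 of glucosinolate synthesis, the other tested gene of the indole list, had 0.33 in LI (adjusted p = 0.190) and 0.06 in SI. Thus 1 of 2 tested genes was higher in LI and none in SI, also when adjusted over the list alone.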

Even metabolic processes that were enriched were related to stimulus response, such as cellular aromatic compound metabolic processes, typically indole and derivative metabolic processes. Response to abscisic acid stimulus and amino acid derivative metabolic processes were markedly up-regulated specifically in LI (Additional file 3). Down-regulated pathways were not as dramatically regulated as the up-regulated pathways (Additional files 5 and 6). Using less stringent cutoffs (*P*=0.00001 for LI, *P*=0.001 for SI) than those used in analysis of up-regulated genes, we found that the pathways of LI down-regulated genes were concentrated in the categories of cell surface receptor linked signal transduction, pigment biosynthetic processes, response to auxin stimulus, and response to some abiotic stimuli, such as heat and light (Additional file 5); SI down-regulated genes were enriched in response to temperature stimulus, secondary metabolic processes, and amino acid and derivative metabolic processes, the latter of which was similar to the locally down-regulated pathways (Additional file 6).

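Some genes of small heat shock proteins fell. AT1G53540 fell by 1.16 on the log2 scale in LI (adjusted p = 0.00578 from limma) and at least 2.29-fold in SI (adjusted p = 0.000887), and AT5G37670 fell at least 2.01-fold in LI (adjusted p = 0.00599). AT2G29500 had -0.23 in LI and -1.15 in SI. Of these 3 tested genes of the heat list 2 were lower in LI and 1 in SI (2 and 3 adjusted over the list alone). The set had an adjusted p of 0.216 in LI and 0.00497 in SI by camera, and 0.574 and 0.193 with an estimated correlation. Both LI calls were lost with log2(signal + 16), and that of AT1G53540 also without centring. No tested gene of the auxin list was lower in either comparison, but only 3 of its 27 genes were tested and the GO class was not.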

### Comparison of expression patterns in *A. thaliana* damaged by leafminer and other typical plant damage organisms

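Salicylic acid is a hormone of pathogen defense, and 3 of the 20 genes in the list for its signalling were tested. These 3 rose in the damaged leaves. Over its own marker genes the paper describes the salicylic acid signal as only slightly affected. The transcription factor gene WRKY53 rose by 3.19 on the log2 scale (adjusted p = 0.00337 from limma) and SAG101, which acts in resistance to pathogens, from a scaled signal of 21.7 ± 4.81 (SD, n = 3) to 56.6 ± 3.79 (adjusted p = 0.00123), along with GRX480. In SI the change of WRKY53 was 1.81 and that of SAG101 0.87, neither past the test (adjusted p = 0.134 and 0.0614). WRKY53 varied between the SI arrays, with a scaled signal of 198 ± 243 (SD, n = 3) against 33.1 ± 6.80 in H and 315 ± 129.7 in LI. All 3 tested genes of the salicylate list were higher in LI and 1 in SI (3 and 2 adjusted over the list alone). By camera the set had an adjusted p of 0.00978 in LI and 0.00123 in SI, and 0.183 and 0.130 with an estimated correlation. The call of SAG101 ended with log2(signal + 16).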

Functional analysis of differentially-expressed genes in leafminer-damaged *A. thaliana* revealed, in addition to regulation of wounding and abiotic stimulus response genes, that many pathogen defense genes were also up-regulated, indicating that leafminers are different from other insects. Leafminers were already known to be unusual because their damage pattern is similar to that of pathogens. The question then arose: is the expression pattern from leafminer-damaged *A. thaliana* more similar to that of *A. thaliana* damaged by pathogens or damaged by other insects?

To answer this question, we performed hierarchical clustering on differentially-expressed genes in *A. thaliana* stimulated by leafminer and eight other factors involving wounding, pathogen specific elicitors, and plant hormones such as MeJA (methyl jasmonate) and SA. Data were downloaded from the TAIR database (ftp://ftp.arabidopsis.org/home/tair/Microarrays/Datasets/), and differentially-expressed genes were extracted using SAM as with our experiment data. Cluster analysis revealed that leafminer-induced expression patterns were most similar to those produced by the type-III section system (TTSS) bacterial elicitor HRPZ, and very different from patterns produced by stimuli such as wounding and MeJA. The observed clustering results support the hypothesis that leafminer-damaged *A. thaliana* expression patterns are strongly influenced by leafminer damage patterns (Figure 4).

**Figure 4:**
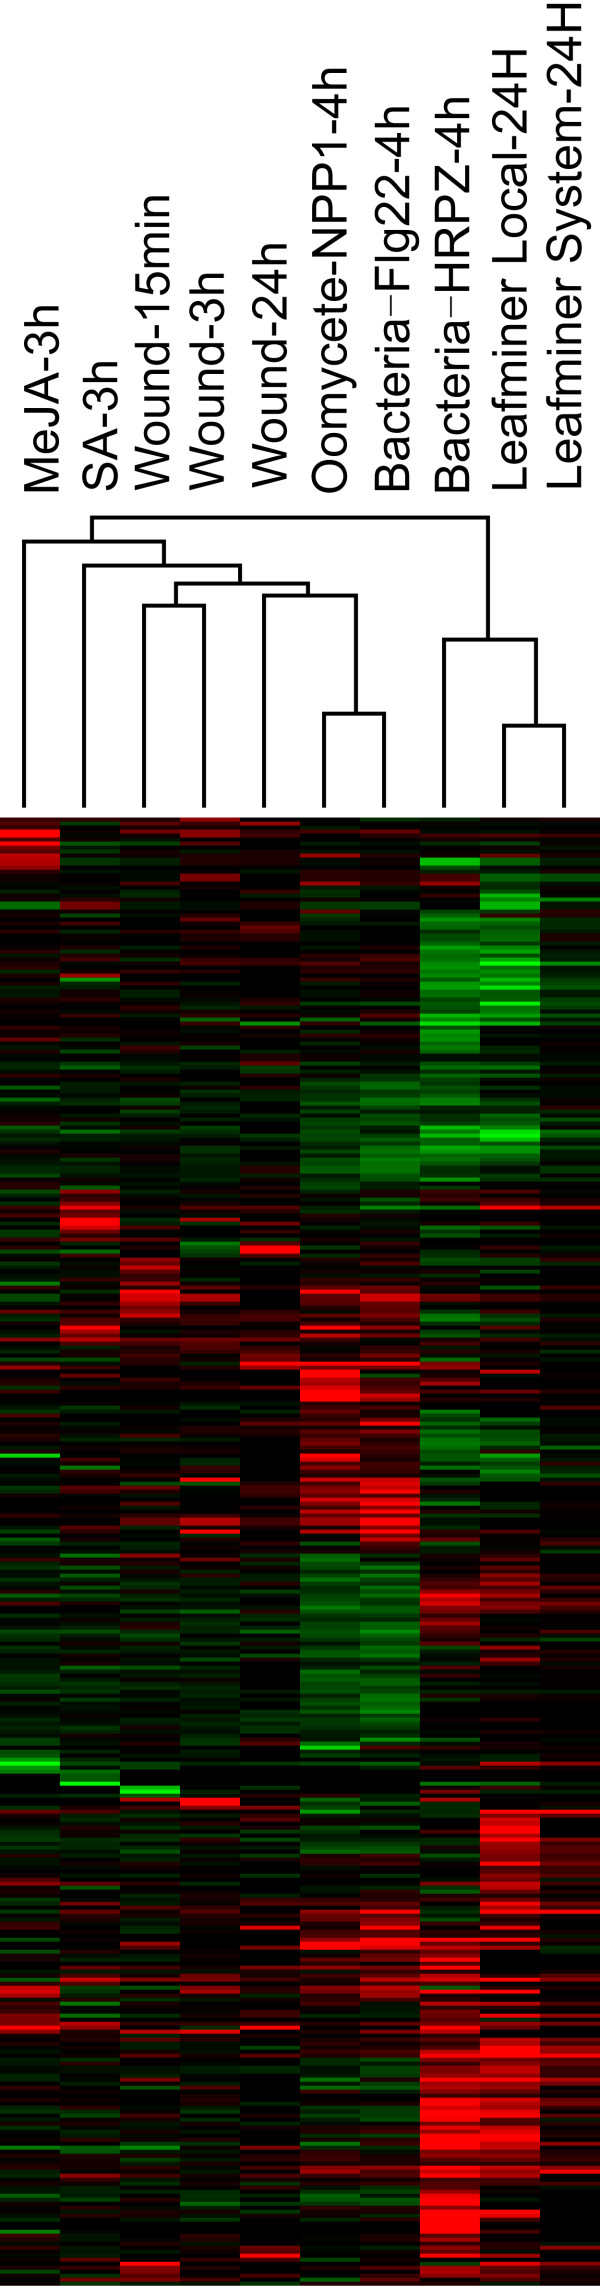
**Hierarchical clustering of *A. thaliana *differentially-expressed genes induced by leafminers and other elicitors.**

To confirm the above findings, we analyzed published data from another study [20] in which researchers monitored expression patterns of *A. thaliana* in response to attack by a range of microbial pathogens and herbivorous insects with very different modes of action, including *Pseudomonas syringae* pv. *tomato*, *Alternaria brassicicola*, and the herbivorous insects *Pieris rapae, Myzus persicae,* and *Frankliniella occidentalis*. Using the same method described above, we performed hierarchical clustering on the differentially-expressed gene data from that study. The results clearly demonstrated that the expression pattern of leafminer-damaged *A. thaliana* was most closely correlated to the pattern induced by *Pseudomonas syringae* pv*. tomato*, a well-characterized microbial pathogen (Figure 5).

**Figure 5:**
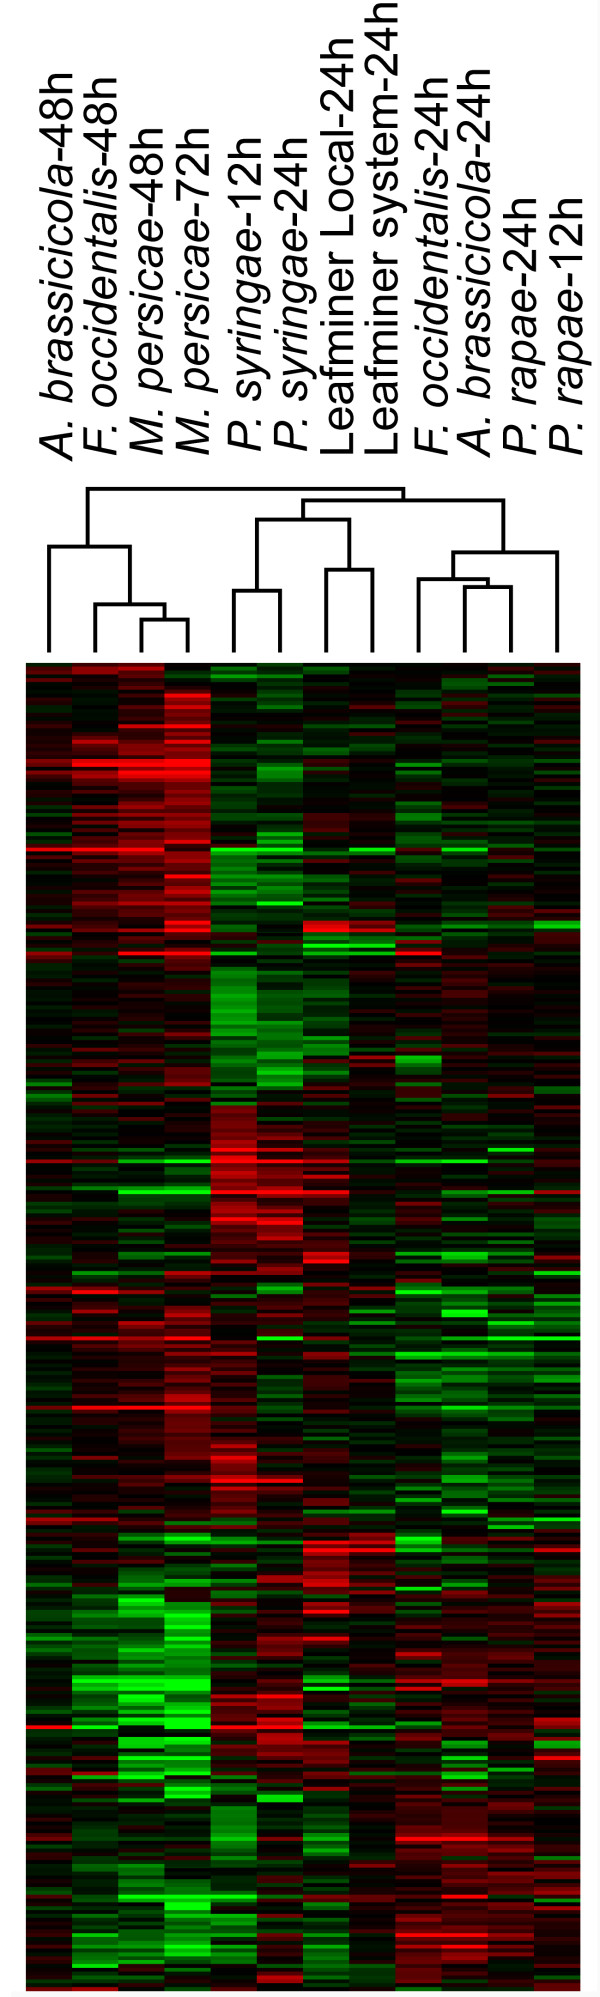
**Hierarchical clustering of *A. thaliana *differentially-expressed genes induced by leafminers or other organisms.** Organisms compared with leafminers were *Pseudomonas syringae* pv. *tomato*, *Alternaria brassicicola*, and the herbivorous insects *Pieris rapae, Myzus persicae,* and *Frankliniella occidentalis.*

To further investigate correlations between plant defenses and different types of attackers, we compared expression in three important gene categories: 1) key marker genes of SA, JA, and ET pathways (Figure 6A, Additional file 7); 2) genes influencing metabolism of glucosinolate, an important secondary metabolite involved in plant interactions with pathogens and herbivores (Figure 6B, Additional file 8); and 3) some important genes related to plant response to biological attackers, including oxidative stress, cell wall biosynthesis and modification, photosynthesis, signal transduction, and nitrogen and carbohydrate metabolism (Figure 6C, Additional file 9). In *A. thaliana*, JA, SA, and ET signal pathway responses to leafminers were most similar to those of *Pieris rapae*: JA signal pathways were deeply up-regulated in response to both organisms, but SA and ET signals were only slightly affected (Additional file 7). On the other hand, *A. thaliana* glucosinolate metabolism (Figure 6B) and important plant physiology responses (Figure 6C) after leafminer attack closely resembled those following infestation by *Pseudomonas syringae* pv. *tomato*.

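Of the 37 loci in Additional file 7, 4 were tested here, and 3 of them, PDF1.2, THI2.1 and JMT, rose in LI. JMT rose by 2.23 on the log2 scale in LI (standard error 0.26, adjusted p = 6.45e-05 from limma) and had -0.15 in SI (adjusted p = 0.769). EIN3, a transcription factor gene of ethylene signalling, had 0.63 in LI and 0.43 in SI (adjusted p = 0.0190 and 0.197), under the 2-fold threshold. PDF1.2 and THI2.1 also rose in SI. The jasmonate lists hold 17 biosynthesis and 24 response genes, of which 2 and 2 were tested. All of these were higher in LI, and 1 and 2 in SI, also when adjusted over the list alone. Apart from OPCL1 of biosynthesis they are the same genes as above, JMT, PDF1.2 and THI2.1, so the lists add only OPCL1. Set against the paper's fold changes for other attackers over these 4 loci, the LI changes had their highest uncentered correlation, 0.958, with *Frankliniella occidentalis* at 24 h, and 0.412 and 0.432 with *Pieris rapae* at 12 h and 24 h. By Spearman correlation *P. rapae* at 24 h tied with *F. occidentalis* at 24 h for first place (0.800). The SI changes came closest to *F. occidentalis* at 48 h, with 0.996, but to *Alternaria brassicicola* at 24 h by Pearson (0.998) and Spearman correlation (1.00, tied). THI2.1 is dim in H and entered with its fitted change; at its bound, a setting chosen after the data were seen, *F. occidentalis* at 48 h ranked first for LI (0.948) and *A. brassicicola* at 48 h for SI (0.973). These correlations are across 4 loci, which are not independent replicates, and *F. occidentalis* at 48 h ranked first for LI without AT5G44420 and with log2(signal + 16), so the order among attackers is not settled here.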

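Genes of glucosinolate metabolism moved in both directions. AOP1, of side chain modification, fell by 2.38 on the log2 scale in LI (standard error 0.20, adjusted p = 7.07e-06 from limma), with scaled signals of 20.7 ± 2.24 (SD, n = 3) against 108 ± 12.6 in H. AT2G03750 fell by 1.37 and CBL, of methionine synthesis, by 1.15 (adjusted p = 0.000155 and 0.000315). OASA2 of cysteine synthesis rose at least 3.08-fold in LI and 2.38-fold in SI (adjusted p = 0.000866 and 0.0190), the one change called in SI. In SI AOP1 had -0.73, under the 2-fold threshold (adjusted p = 0.0460). Thus 1 of the 9 tested loci among the 64 in Additional file 8 was higher and 3 were lower in LI. BCAT4, the other tested gene of the aliphatic glucosinolate list, had 0.20 in LI, so that 1 of 2 was lower, also adjusted over the list alone, and none in SI. Over the 9 loci the LI changes had their highest uncentered correlation with the paper's fold changes for *Pseudomonas syringae* at 12 h, 0.862, followed by *P. syringae* at 24 h, 0.846. For SI the highest was *F. occidentalis* at 48 h, 0.783, followed by *A. brassicicola* at 48 h, 0.775. Loci are not independent replicates, and *P. syringae* at 24 h ranked first for LI when AT3G22460 was left out. By Spearman correlation the SI changes came closest to *P. syringae* at 12 h and 24 h (0.833, tied). *A. brassicicola* at 48 h ranked first for SI without AT4G14680, and *F. occidentalis* at 24 h in the values as deposited. The order for SI is therefore not settled here. Additional file 9, behind Figure 6C, was not matched to probe sets. The SI call of OASA2 ended without H replicate 3 or SI replicate 2, without the filter on dim probe sets and with log2(signal + 16), and the LI call of CBL with log2(signal + 16) or no centring.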

**Figure 6:**
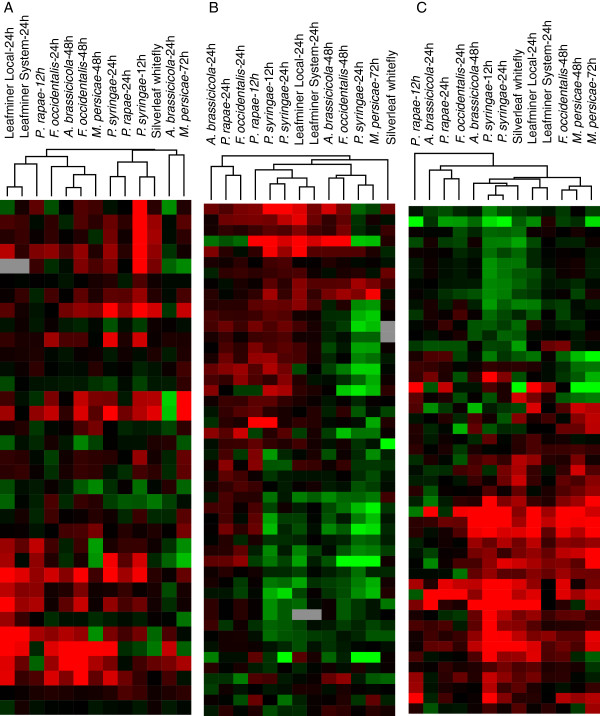
**Hierarchical clustering of three gene categories in *A. thaliana *induced by leafminers and other organisms.** Organisms compared with leafminers were *Pseudomonas syringae* pv. *tomato*, *Alternaria brassicicola*, and the herbivorous insects *Pieris rapae, Myzus persicae, Frankliniella occidentalis*, and *Bemisia tabaci* type B (SLWF). (**A**) Hierarchical clustering of some key marker genes of SA, JA, and ET pathways in *A. thaliana* induced by leafminers and other organisms. (**B**) Hierarchical clustering of genes influencing glucosinolate metabolism in *A. thaliana* induced by leafminers and other organisms. (**C**) Hierarchical clustering of some important genes related to plant response to biological attackers, including oxidative stress, cell wall biosynthesis and modification, photosynthesis, signal transduction, and nitrogen and carbohydrate metabolism in *A. thaliana* induced by leafminers and other organisms.

## Discussion

When we analyzed local and systemic expression patterns in leafminer-damaged *A. thaliana*, we found that there was a trade-off between the different signal pathways expressed. Many defense genes were up-regulated, whereas some stimulus response genes were down-regulated. 

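Genes of cold acclimation, an abiotic stress, were among those that rose in the damaged leaves, whereas 2 of 3 tested heat shock protein genes fell, calls that ended with log2(signal + 16). The 4 tested cold genes were also all higher in LI than in SI by the direct test, with COR15A at 2.90 and COR15B at 3.01 on the log2 scale (adjusted p = 0.000267 and 5.47e-05 from limma). As a set they had an adjusted p of 0.000489 for LI against SI by camera and 0.390 with an estimated correlation. Of the 3 heat genes, AT1G53540, dim in SI, differed between LI and SI, by at least 1.03-fold (adjusted p = 0.00817). Chitin response genes were higher in LI than in SI at 5 of 6 and defense protein genes at 4 of 5 (6 and 4 adjusted over the list alone). These sets had adjusted p of 0.00315 and 0.00809 by camera for LI against SI, and 0.390 for both with an estimated correlation.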

After carefully analyzing these pathways, we found that the up-regulated genes were mainly involved in biotic stress response, while the down-regulated defense genes were related to abiotic stress. It can thus be seen that the plant defense system can deal with specific stimuli while simultaneously down-regulating other defense pathways to save energy.

Appropriate damage pattern recognition is very important for plants to express suitable defense genes. For example, the defense of *A. thaliana* to wounding is stronger than to *Pieris rapae* damage [10], because *P. rapae* can reduce tissue crushing and minimize cut leaf edges while removing maximum tissue mass. Indeed, two sets of variables play important roles in the host response: the exact nature of the physical injury and the extent to which elicitors are exposed to the host [21]. Many insects and pathogens try to escape plant defenses by minimizing these two parameters [10,11]. In this sense, the leafminer is not a good model of successful insect evolution, because the leaf-mining habit does not effectively diminish these two parameters [16,22]. Finally, it should be noted that disease incidence in leaf-mining insects is remarkably lower than in external-feeding insects [16]; this suggests that the similarity of gene expression patterns between leafminer-damaged and bacterial pathogen-damaged *A. thaliana* is not caused by leafminer-derived disease.

Plant transcriptome responses to different attackers may be influenced not only by the attacker species, but also by plant physiological conditions. For example, inbred *Solanum carolinense* seedlings show markedly weaker defenses to herbivores than do outbred seedlings [23]. When downloading data from TAIR databases and other published sources, we were therefore careful to select data from plants of the same genetic background and with similar physiological conditions and ages. Because responses of *A. thaliana* to leafminers and pathogens have similar patterns, just as their similar damage patterns we conclude that damage patterns of attackers play an important role in eliciting plant responses. Further investigation indicates secondary metabolite metabolism and some plant physiological responses, but not plant hormones, give rise to the defense pattern correlations among different attackers. In a previous study, *A. thaliana* response to silverleaf whitefly (*Bemisia tabaci* type B [SLWF]) involved regulation of several biotrophic pathogen defense pathways [7]; however, silverleaf whitefly damage strongly up-regulated SA signal pathways, whereas in our study leafminers primarily up-regulated JA signal pathways. Consequently, plant defense patterns to different attackers are shaped not only by interactions between different plant hormone signal pathways, but also different combinations of defense signal pathways, secondary metabolite metabolism, and important physiological responses.

## Conclusions

We studied transcriptome response characteristics of *A. thaliana* to leafminer (*L. huidobrensis*) damage, and then analyzed its relationships with the response to other attackers. We found that leafminers induced many defense- and metabolism-related genes, with some associated with pathogen defense. Further analysis indicated that the response pattern of *A. thaliana* to leafminers was most similar to the response pattern of *A. thaliana* to bacterial pathogens, which was consistent with the similar damage patterns of leafminers and bacterial pathogens. The type of damage pattern thus appears to be an important determinant of plant response patterns.

## Methods

### Plants and insects

Seeds of *A. thaliana* (Col-0 ecotype) derived from selfed progenies of an *Arabidopsis* plant were surface-sterilized for 15 min in 10% bleach, washed four times with sterile water, and plated on half-strength Murashige and Skoog [24] medium. Plants were stratified at 4°C for 2 d in darkness and then transferred to a phytotron set at 22°C under a 16-h light/8-h dark photoperiod (light intensity 120 μmol m^-2^ s^-1^). After two to three weeks, seedlings were transplanted into a mixed peat-vermiculite (1:2) potting medium and placed in a growth chamber at 22°C under a 16-h light/8-h dark cycle (light intensity 120 μmol m^-2^ s^-1^). Four-week-old *A. thaliana* seedlings were used in subsequent experiments.

Seeds of *Phaseolus vulgaris* L. (cv. Naibai; Haizhong Vegetable Market, Beijing, China) were individually sown in 12-cm-diameter plastic pots containing a mixed peat-vermiculite (3:1) potting medium in an environmental chamber. Bean plants with two fully-developed true leaves were used as leafminer reproductive hosts.

Pea leafminers (*L. huidobrensis*) used in experiments had been under continuous culture for three years in our laboratory. During the course of the experiments, newly-emerged leafminers were reared on 10% honey for 2 d to permit mating before release onto *A. thaliana* plants.

### Plant treatment and cDNA sample preparation

Approximately 50 mated *L. huidobrensis* adults were released for oviposition onto leaves of four-week-old *A. thaliana* plants in eight pots (four seedlings per pot). The *A. thaliana* seedlings were immature and had not yet begun to flower. Adult leafminers were removed within 4 h, by which time approximately half of the leaves had experienced damage. When leafminer larvae had reached the second instar stage, 96 h after oviposition, damaged leaves of *A. thaliana* containing leafminer larvae were collected for local damage analysis (LI); intact leaves adjacent to the damaged leaves on the same plant were collected for systemic damage analysis (SI). The samples were separately frozen in liquid nitrogen. Three replicate samples, each containing tissue from at least eight plants, were prepared for both LI and SI. Three control samples (H) were also prepared from leaves of same-aged healthy plants. Total RNAs were isolated from each replicate and control sample using an RNeasy Plant Mini Kit (Qiagen, Valencia, CA, USA). cDNA was synthesized from the isolated RNA following the manufacturer’s instructions (http://www.affymetrix.com/support/technical/manuals.affx). Expression Analysis Technical Manual For HT Array Plates Using the GeneChip® Array Station. 

### Microarray hybridization and data analysis

Affymetrix microarrays (*A. thaliana* ATH1 genome arrays) containing 22,810 probe sets were used in our experiments. Labeling and hybridization of the ATH1 microarrays (one sample per chip) was performed according to the manufacturer’s instructions (http://www.affymetrix.com/support/technical/manuals.affx). Expression Analysis Technical Manual For HT Array Plates Using the GeneChip® Array Station. Quality control was carried out according to Affymetrix microarray standards, which indicated that all samples met required criteria with respect to control signals, house-keeping gene signals, “present” percent numbers, and low background and noise values. The probe arrays were scanned and further analyzed using GENESPRING software (version 5.0; Silicon Genetics). Normalization per gene and per chip of the log2 values was performed to allow comparison of the three independent replicates performed for each set of experiments. In addition, normalization was performed separately for each experiment and plant tissue for all measurements using the flags “present”, “marginal”, or “absent” assigned by Affymetrix treatment of the arrays. However, only those transcripts that were declared “present” or “marginal” in at least two of three chips were taken into account. To identify differentially-expressed genes in each treatment, SAM analysis (Significance Analysis of Microarrays software package) was conducted on *A. thaliana* triplicate samples between treatments and controls using a q-value ≤ 0.05 and fold change ≥ 2 as cut-off criteria. We searched for GO information for the differently-expressed probe sets using EasyGO software (http://bioinformatics.cau.edu.cn/easygo/category_treeBrowse.html). For biological process searching, we applied χ*2* tests with a false discovery rate (FDR)-adjusted cutoff of *P* < 0.0001. Cluster 3.0/Treeview software [25] was used to group and display genes with similar expression profiles (http://rana.Stanford.EDU/software/). Hierarchical clustering using default options and the uncentered correlation similarity metric was performed on the normalized data. The microarray data in MIAME-compliant format have been deposited in the GEO database (GEO record number GSE38281).

### Downloading of microarray data from public databases

Transcriptome datasets used for expression cluster analysis of different damage patterns were downloaded from the Arabidopsis Information Resource (TAIR) public GeneChip database (ftp://ftp.arabidopsis.org/home/tair/Microarrays/Datasets/). Differential genes from each experiment were identified using the same method used for our own data. Detailed information regarding downloaded datasets from the TAIR microarray database is listed in Additional file 10. Other data was derived from the results of a published study [20].

### Quantitative real-time PCR

PCR reactions were performed in 20-μl reaction volumes that included 10 μl of 2X SYBR Premix EX Taq™ master mix (Takara, Kyoto, Japan), 0.25 μM each of gene-specific primers (Table 1), and 1 μl cDNA templates. The amplifications were carried out on an Mx 3000P detection system (Stratagene, La Jolla, CA, USA) with reaction conditions as follows: 10 s at 95°C, followed by 40 cycles of 5 s at 95°C, 20 s at 58°C, and 20 s at 72°C, and a final cycle of 30 s at 95°C, 30 s at 58°C, and 30 s at 95°C, yielding melting curves used to judge specificity of the PCR products. β-actin was used as a housekeeping gene. A standard curve was derived from serial dilutions to quantify the copy numbers of target mRNAs, and gene amounts were normalized to β-actin levels. Normalized values of each gene in the stressed samples were then divided by those from the untreated controls, and the folds were used as the relative levels of each gene. To correct for plate variation, the *lox* mRNA level of healthy *A. thaliana* grown at 22°C was quantified on each plate.

**Table 1:** Primers used for qRT-PCR to validate fold change of microarray hybridization

**Probe sets**	**Sense primer 5**^**′**^**-3**^**′**^	**Anti-sense primer 5**^**′**^**-3**^**′**^
259878_at	GAACACTTGCTTCTCAACTTATT	TCACCAACTCCACCTCCTA
260203_at	CACGGTCTTGCGGATACTTCTA	CGAGTCAACACCATAACCCTTT
266267_at	GAGAAGGGAGTAGAGGTTGC	TTTTGATCCATCTGTTTAGC
261037_at	GACAATACCCTTACGGTGGCT	GCTTCAACAATCTCCGCATCT
264886_at	CGCTATCAAATTCACAGG	AACAAAGAGCCATCCATAC
261470_at	TTACAACATCAACGCCCACT	TAACGACATCCATCACCACC
Actin	GGAAGGATCTGTACGGTAAC	TGTGAACGATTCCTGGACCT

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SZ designed and carried out the experiments, analyzed the data, and wrote the paper; ZZ helped modify the manuscript; LK designed the experiments and modified the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **qRT-PCR validation of gene expression from microarray hybridization.** The data are fold changes averaged over 3–4 repetitions, from both qRT-PCR and microarray hybridization. Click here for file

Additional file 2 **Gene Ontology (GO) term enrichment status for SI exclusively-regulated genes.** The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the *P*-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway. Click here for file

Additional file 3 **GO term enrichment of locally up-regulated genes in leafminer-damaged *A. thaliana*.** The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the *P*-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway. Click here for file

Additional file 4 **GO term enrichment of systemically up-regulated genes in leafminer-damaged *A. thaliana*.** The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the *P*-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway. Click here for file

Additional file 5 **GO term enrichment of locally down-regulated genes in leafminer-damaged *A. thaliana*.** The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the *P*-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway. Click here for file

Additional file 6 **GO term enrichment of systemically down-regulated genes in leafminer-damaged *A. thaliana*.** The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the *P*-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway. Click here for file

Additional file 7 **Fold changes of some key marker genes of SA, JA, and ET pathways in *A. thaliana *induced by leafminer and other organisms.** Click here for file

Additional file 8 **Fold changes of genes influencing glucosinolate metabolism in *A. thaliana *induced by leafminer or other organisms.** Click here for file

Additional file 9 **Fold changes of some important genes related to plant response to biological attackers, including oxidative stress, cell wall biosynthesis and modification, photosynthesis, signal transduction, and nitrogen and carbohydrate metabolism in *A. thaliana *induced by leafminer and other organisms.** Click here for file

Additional file 10 List of data downloaded from the TAIR microarray database. Click here for file

## References

[B1] EllisCTurnerJGThe Arabidopsis mutant cev1 has constitutively active jasmonate and ethylene signal pathways and enhanced resistance to pathogensPlant Cell2001135102510331134017910.1105/tpc.13.5.1025PMC135553

[B2] DelaneyTPUknesSVernooijBFriedrichLWeymannKNegrottoDGaffneyTGut-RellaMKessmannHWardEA central role of salicylic acid in plant disease resistanceScience199426651881247125010.1126/science.266.5188.124717810266

[B3] TurnerJGEllisCDevotoAThe jasmonate signal pathwayPlant Cell200214S153S1641204527510.1105/tpc.000679PMC151253

[B4] DoaresSHNarvaezvasquezJConconiARyanCASalicylic-acid inhibits synthesis of proteinase-inhibitors in tomato leaves induced by systemin and jasmonic acidPlant Physiol19951084174117461222857710.1104/pp.108.4.1741PMC157556

[B5] ReymondPFarmerEEJasmonate and salicylate as global signals for defense gene expressionCurr Opin Plant Biol19981540441110.1016/S1369-5266(98)80264-110066616

[B6] ZhengS-JDickeMEcological genomics of plant-insect interactions: from gene to communityPlant Physiol2008146381281710.1104/pp.107.11154218316634PMC2259077

[B7] KempemaLACuiXHolzerFMWallingLLArabidopsis transcriptome changes in response to phloem-feeding silverleaf whitefly nymphs. Similarities and distinctions in responses to aphidsPlant Physiol200714328498651718932510.1104/pp.106.090662PMC1803730

[B8] CheongYHChangH-SGuptaRWangXZhuTLuanSTranscriptional profiling reveals novel interactions between wounding, pathogen, abiotic stress, and hormonal responses in ArabidopsisPlant Physiol2002129266167710.1104/pp.00285712068110PMC161692

[B9] KorthKLDixonRAEvidence for chewing insect-specific molecular events distinct from a general wound response in leavesPlant Physiol19971154129913051222387210.1104/pp.115.4.1299PMC158595

[B10] ReymondPWeberHDamondMFarmerEEDifferential gene expression in response to mechanical wounding and insect feeding in ArabidopsisPlant Cell20001257077201081014510.1105/tpc.12.5.707PMC139922

[B11] MoranPJThompsonGAMolecular responses to aphid feeding in Arabidopsis in relation to plant defense pathwaysPlant Physiol200112521074108510.1104/pp.125.2.107411161062PMC64906

[B12] ThompsonGAGogginFLTranscriptomics and functional genomics of plant defence induction by phloem-feeding insectsJ Exp Bot200657475576610.1093/jxb/erj13516495409

[B13] WeiJNZhuJWKangLVolatiles released from bean plants in response to agromyzid fliesPlanta2006224227928710.1007/s00425-005-0212-x16404576

[B14] ParrellaMPBethkeJABiological Studies of Liriomyza-Huidobrensis (Diptera, Agromyzidae) on Chrysanthemum, Aster, and PeaJ Econ Entomol1984772342345

[B15] ParrellaMPBiology of LiriomyzaAnnu Rev Entomol19873220122410.1146/annurev.en.32.010187.001221

[B16] ConnorEFTavernerMPThe evolution and adaptive significance of the leaf-mining habitOikos199779162510.2307/3546085

[B17] WeiJNZouLKuangRPHeLPInfluence of leaf tissue structure on host feeding selection by pea leafminer Liriomyza huidobrensis (Diptera: Agromyzidae)Zool Stud2000394295300

[B18] YeJFangLZhengHZhangYChenJZhangZWangJLiSLiRBolundLWEGO: a web tool for plotting GO annotationsNucleic Acids Res200634Web Server issueW293W2971684501210.1093/nar/gkl031PMC1538768

[B19] ZhouXSuZEasyGO: gene ontology-based annotation and functional enrichment analysis tool for agronomical speciesBMC Genomics2007824610.1186/1471-2164-8-24617645808PMC1940007

[B20] De VosMVan OostenVRVan PoeckeRMVan PeltJAPozoMJMuellerMJBuchalaAJMetrauxJPVan LoonLCDickeMSignal signature and transcriptome changes of Arabidopsis during pathogen and insect attackMol Plant Microbe Interact200518992393710.1094/MPMI-18-092316167763

[B21] FarmerEEAdding injury to insult: pathogen detection and responsesGenome Biol2000121012.11012.310.1186/gb-2000-1-2-reviews1012PMC13884911178234

[B22] EngelbrechtLOrbanUHeeseWLeaf-miner caterpillars and cytokinins in the green Islands of Autumn leavesNature1969223520331932110.1038/223319a0

[B23] KariyatRRMena-AlíJForryBMescherMCMoraesCMDStephensonAGInbreeding, herbivory, and the transcriptome of solanum carolinenseEntomol Exp Appl201214413414410.1111/j.1570-7458.2012.01269.x

[B24] MurashigeTSkoogFA Revised Medium for rapid growth and bio asssays with tobacco tissue culturesPhysiol Plant196215347349710.1111/j.1399-3054.1962.tb08052.x

[B25] EisenMBSpellmanPTBrownPOBotsteinDCluster analysis and display of genome-wide expression patternsProc Natl Acad Sci USA19989525148631486810.1073/pnas.95.25.148639843981PMC24541

# Supplementary material for: Transcriptome response analysis of Arabidopsis thaliana to leafminer (Liriomyza huidobrensis)
**Source:** BMC Plant Biol. 2012 Dec 11;12:234. doi: 10.1186/1471-2229-12-234
**Supplement:** Additional file 2 — Gene Ontology (GO) term enrichment status for SI exclusively-regulated genes. The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the P-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway.

GO:0008150 (55)
biological_process

GO:0050896 (28)
response to stimulus

GO:0042221 (16)
response to chemical stimulus

GO:0010033 (6)
response to organic substance

GO:0009743 (6)
response to carbohydrate stimulus

GO:0010200 (6)
response to chitin

0.001

1e-04

1e-05

1e-06

1e-07

1e-08

1e-09

1e-10

1e-11

# Supplementary material for: Transcriptome response analysis of Arabidopsis thaliana to leafminer (Liriomyza huidobrensis)
**Source:** BMC Plant Biol. 2012 Dec 11;12:234. doi: 10.1186/1471-2229-12-234
**Supplement:** Additional file 6 — GO term enrichment of systemically down-regulated genes in leafminer-damaged A. thaliana. The graph displays term enrichment levels along with the GO term hierarchy within the “biological process” branch. The analysis was performed using EasyGO. Classification terms and their serial numbers are represented as rectangles. Numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The color scale shows the P-value cutoff levels for each biological process. Deeper colors represent the more significant biological processes in the putative signal pathway.

0.001(p-value cutoff)

1e-04

1e-05

1e-06

1e-07

1e-08

1e-09

1e-10

1e-11

GO:0008150 (110)
biological_process

GO:0009987 (50)
cellular process

GO:0008152 (50)
metabolic process

GO:0050896 (30)
response to stimulus

GO:0044237 (39)
cellular metabolic process

GO:0019748 (11)
secondary metabolic process

GO:0044238 (38)
primary metabolic process

GO:0009628 (18)
response to abiotic stimulus

GO:0006519 (12)
cellular amino acid and derivative
metabolic process

GO:0009266 (11)
response to temperature stimulus

How the deposited data were processed for this re-analysis (not part of the article)

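Leaf RNA of *Arabidopsis thaliana* was measured on 9 Affymetrix ATH1 arrays, 3 for leaves of healthy plants (H), 3 for leaves containing larvae of the leafminer (LI) and 3 for intact leaves of the infested plants (SI). One array holds one sample, and each sample was pooled from at least 8 plants. The deposited intensity values were computed by the authors with MAS5, which subtracts background and summarises the probes of a set into one signal on a linear scale; no version is given. No scaling to a common target is visible in them, since the mean signal without the highest and lowest 2% ran from 64.1 to 129.2 between arrays, and no detection calls accompany them. The paper's methods name GeneSpring 5.0 for its own analysis. Scanned images and signals of single probes were not used here.

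Each array carries 22810 probe sets, 64 of them controls. The log2 signal was centred on the median of the array over the other 22746. A probe set was tested when its signal was at or above the 40th percentile of the array on at least 2 of 3 arrays of one group, which 14678 met. That percentile ran from 11.4 to 27.9 and the highest signal from 5034 to 6305, so that a change that starts under the percentile is known only as a lower bound. Probe sets under it on all 3 arrays of a group are called dim, and the bound is also given where only the group's mean lay under it, a rule added after the data were seen. One limma model held the 3 groups and all 9 arrays, and gave LI against H, SI against H and LI against SI. Every p-value of a single probe set in the text comes from it, unless another setting is named beside the value. Adjustment was by Benjamini and Hochberg over all tested probe sets, and a change was called at an adjusted p of 0.05 or less and 2-fold or more, the paper's thresholds. Both comparisons with H use the same 3 H arrays. What sharing them gives to the correlations, the covariance and the equal signs of unchanged groups was estimated from 1000 simulated sets. Calls were made in 100 other sets of simulated arrays without any change.

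A table of probe sets and genes assigned one gene to 13513 probe sets, 13436 of them matched to a locus of TAIR10.1, several genes to 503 and none to 8730. Among the tested ones 7924 were matched, for 7834 genes. Probe sets without a gene are described without their identifier. TAIR10.1 served for names and neighbours alone. Lists of 445 genes in 25 groups were written from general knowledge of the pathways, and 57 of these genes were tested. Lists with 3 or more tested genes, 9 in number, were also tested as sets with camera, at a preset correlation of 0.01 and at one estimated from the data. No gene was tested of the lists for abscisic acid, cell division, epidermis markers, nitrogen metabolism and vascular markers. Further families were formed from gene symbols with the same prefix and at least 5 tested genes, 34 in all, after the data were seen.

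The comparisons, the gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from the additions given as such. The rule named the 12 probe sets with the largest and the 12 with the smallest fitted LI change and the 8 and 6 of SI among those called whose arrays did not overlap, all probe sets of Table 1, the tested loci of Additional files 7 and 8, up to 4 called genes of each list and the 6 largest SI changes without a call in LI. Values in the paper's tables had been seen by then. Alternatives were values as deposited without centring, quantile normalization, no filter on dim probe sets, a filter at the 60th percentile, signals raised to the 20th percentile, log2(signal + 16), adjusted p without the 2-fold threshold, genes in place of probe sets, other correlations and clustering distances, the SAM statistic with all 20 assignments of arrays per pair of groups, the replicate number as a block, and leaving out each array in turn. Added after the data were seen were a trimmed mean, cyclic loess and the hybridization controls for scaling, an intensity trend in limma, models of 2 groups, and dim loci of Additional file 7 at their lower bound. Where 1 array was left out, 2 remained in its group and the spread was pooled over all groups.

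The test was checked on simulated data with 14678 probe sets, 200 of them changed. With the spread seen here limma called 38.8% of 2-fold, 95.5% of 4-fold and 100% of 8-fold changes in LI, with 11 unchanged probe sets called. In SI it called 1.49% at 1.41-fold, 37.3% at 2-fold and 89.4% at 2.83-fold, with 2 unchanged ones. SAM called 28.4%, 94.0% and 100% in LI and 0%, 8.96% and 50% in SI, with 8 and 1 unchanged. In the data 6853 probe sets passed on adjusted p alone in LI and 1433 in SI, so the adjustment is stricter in the simulation. These shares are therefore not the sensitivity in the data. A true 2-fold change must also be measured at 2-fold or more to be called. On adjusted p alone limma passed 49.3% of the 2-fold changes in LI. Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

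Left out were the qRT-PCR measurements, the GO classes, arrays of other attackers, for which the paper's tabulated fold changes were used, and Additional file 9, whose entries were not matched to probe sets. These are not analysed here.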

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

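Tests on the control transcripts, on cyclic loess, on mesophyll loss and on gene families were chosen after the results were seen, whereas the direct comparison of LI with SI and the other splits of the arrays were set beforehand.

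Damaged and intact leaves of the same plants differed at 2559 probe sets. Each pair of groups has 10 splits of its 6 arrays, too few for a share under 0.05. For LI against SI 1 of 10 splits gave a number as large, the real one, and the highest other split gave 1. For LI against H it was 1 of 10 as well, with 4145 in the real split and 1 in the highest other, and for SI against H 1 of 10, with 814 and 0.

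In 4 probe sets LI and SI were called in opposite directions against H. AT4G15690 had a fitted LI minus SI difference of 5.07 on the log2 scale, with H and SI dim and LI at least 1.21-fold above H and 1.22-fold above SI. A probe set without an assigned single gene, also dim in H and SI, had a fitted difference of 4.69, with bounds of 1.11-fold and 1.12-fold. The remaining 2, without an assigned gene, went the other way, one with a difference of -3.00 (LI -1.96, SI 1.05, scaled signals of 90.9 in H, 23.5 in LI and 185 in SI) and one with -3.59 (LI -1.70, SI 1.88, signals of 101, 31.4 and 387). Among the listed genes EXPA8 differed by -3.97 (LI -2.49, SI 1.48 with an adjusted p of 0.0513 from limma, signals of 84.5, 16.7 and 252; with the LI mean under the percentile, at least 12.2-fold) and JMT by 2.38. Another 4 probe sets fell in both kinds of leaves and lower in SI, with differences of 1.31 (LI -2.44, SI -3.75, signals of 806, 142 and 58.2), 1.33 (LI -1.89, SI at least 4.92-fold lower) and 1.03 for 3 without an assigned gene, and 1.197 for the heat shock protein gene AT1G53540. SI was dim for the last 3, whose fitted differences are therefore known only as bounds, at least 1.33-fold, 1.17-fold and 1.03-fold.

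Some gene sets outside those the paper discusses differed by camera at the preset correlation of 0.01, and none did with an estimated one. Over all 14678 tested probe sets 2010 were lower in LI than in H. That is a larger share than among the plastid-encoded genes, whose single calls are therefore not a result about that set. Of 69 plastid-encoded genes 4 fell in LI, atpA, atpF, ycf3 and ndhH, by 1.05, 1.03, 1.25 and 1.33 on the log2 scale (set adjusted p = 0.00825, 0.794 with an estimated correlation); the set's LI median was -0.42 and ran from -0.18 to -0.51 under the scalings tried, and its SI median of -0.24 turned to 0.13 with quantile normalization, 0.11 with cyclic loess, 0.02 with the hybridization controls and 0.58 in the values as deposited. Of 5 CRR genes, needed for chlororespiration, 4 fell in LI, CRR21 by 2.17, CRR42 by 1.90, CRR28 by 1.14 and CRR22 at least 1.66-fold (set adjusted p = 0.0417, 0.784 with an estimated correlation), and CRR21 and CRR22 were lower in LI than in SI (0.0446, 0.758 with an estimated correlation). The 9 genes of the IQD family, calmodulin-binding proteins, had 4 lower and 1 higher in LI than in SI, with a median difference of -0.87 (set adjusted p = 0.0446, 0.758 with an estimated correlation).

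The SI arrays were brighter than the H arrays as deposited, by a median of 0.71 on the log2 scale over the tested probe sets. Control transcripts added to every hybridization in fixed amounts were brighter as well, in 18 of 18 probe sets and by a median of 0.58. This goes with brighter hybridization or scanning of these arrays. Being added at hybridization, these controls do not report on the labelling of the samples. Bacillus controls, which plant RNA does not contain, were higher in 24 of 24, with a lower quartile of 0.59, and this argues against more RNA of most genes in SI leaves as the whole cause. A change in RNA amount beside it stays open.

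After centring, the brightest probe sets lay lower in SI than the others, with medians against H of -0.05, -0.06, -0.07, -0.13 and -0.27 in 5 equal groups from the dimmest to the brightest. Compression of bright signals on the SI arrays cannot be told apart from a biological shift here, because bright minus dim hybridization controls gave -0.31 while the values of the 4 bright ones (0.269 to 0.497) overlapped those of the 9 dim ones (0.405 to 0.899). As the whole cause of the 323 SI calls below H, compression is argued against by cyclic loess, which removes the trend and kept 206 of them, 63.8%. For the remainder it may contribute.

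Genes of photosynthesis and pigment synthesis that fell in LI could reflect the mesophyll eaten by the larvae, which would lower the transcripts of that tissue alike. Of the 15 tested genes 5 were called lower, with a median of -1.39, and the median of all 15 was -0.34. Their changes differed between genes by more than the arrays vary (F of gene by group 25.1, with 14 and 56 degrees of freedom), and the 95% intervals of 8 held or lay above 0. This argues against a loss of mesophyll as the whole cause. A smaller loss together with regulation in the remaining cells stays open.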

How the results depend on the processing

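Scaling by a trimmed mean, cyclic loess or hybridization controls, the intensity trend and the models of 2 groups were chosen after the results were seen. The totals called, the shared number, the correlation and ratio of LI and SI, the Table 1 number and the attacker correlations stayed within 1.5 times or the spread under the alternatives not named for them below. The directions moved more: as deposited 1334 were lower in LI, 3251 higher and 51 lower in SI, 46 lower in both and 1368 higher and 3 lower in SI alone; the trimmed mean gave 187 lower in SI, 171 lower in both, 14 lower in SI alone and 1145 higher and 1635 lower in LI against SI; hybridization controls gave 743 higher and 146 lower in SI, 132 lower in both and 12 lower in SI alone; cyclic loess gave 206 lower in SI and 176 lower in both. Where no reason is given, the cause was not tested. The median SI change of the tested probe sets was -0.12, -0.03 with quantile normalization, 0.05 with the trimmed mean, 0.01 with cyclic loess, 0.15 with hybridization controls and 0.71 as deposited; for LI these were -0.07, -0.10, -0.16, 0.02, 0.03 and 0.17. Of the 170 LI and SI changes of 85 named probe sets 122 were called. Under all alternatives apart from the trimmed mean, cyclic loess and hybridization controls, 90 kept the call (66 of 73 in LI, 24 of 49 in SI). These alternatives include the intensity trend and the models of 2 groups. Signal over background limits the changes that start from dim probe sets, given as bounds. Among the named calls no filter made 20 weaker, with the fold changes as before and higher adjusted p, and log2(signal + 16) made 21 weaker and 3 stronger.

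As deposited, 3302 probe sets were called in SI, 4116 in LI against SI and 1908 in both LI and SI, the median ratio of SI to LI changes was 0.750, Additional file 8 in SI came to 0.656 (*F. occidentalis* at 24 h), 1 list passed as a set in SI (heat), and 8 named calls were weaker and 16 stronger. Quantile normalization gave a ratio of 0.611 and 0.727 for Additional file 8 in SI. No filter gave 418 in SI, 386 shared, a correlation of LI and SI of 0.642, a ratio of 0.629, 5 of the Table 1 probe sets called in both, and up to 4176 between H arrays. The filter at the 60th percentile gave a correlation of 0.804, a ratio of 0.571 and up to 359 between H arrays, and the number tested differs by construction. With log2(signal + 16), which shrinks dim changes by construction, 2716 were called in LI, 503 in SI and 455 in both, with a correlation of 0.709, a ratio of 0.606 and 5 of Table 1, while correlations were 0.963 (*F. occidentalis* at 48 h) and 0.982 (*A. brassicicola* at 48 h) for Additional file 7 in LI and SI, 0.895 (*P. syringae* at 24 h) and 0.756 for Additional file 8, and AT1G20030 in SI, dim in both groups, reversed to -0.0029. Adjusted p alone called 6853 in LI, 1433 in SI, 4850 in LI against SI and 1285 in both. With genes in place of probe sets, 7834 tested, these were 2080, 374, 1278 and 343. The trimmed mean gave a ratio of 0.611, cyclic loess 0.712 for Additional file 8 in SI, and hybridization controls 0.614 and 0.617 (*P. syringae* at 12 h). With THI2.1 at its lower bound, or at 0 where it has none, a setting chosen after the results were seen, Additional file 7 gave 0.948 in LI (*F. occidentalis* at 48 h) and 0.973 in SI (*A. brassicicola* at 48 h). Additional file 7 in LI gave 0.800 with Spearman correlation and 0.944 without AT5G44420, and in SI 0.998 with Pearson and 1.00 with Spearman correlation (*A. brassicicola* at 24 h). Additional file 8 gave 0.874 in LI without AT3G22460, and in SI 0.833 with Spearman correlation (*P. syringae* at 12 h) and 0.850 without AT4G14680 (*A. brassicicola* at 48 h). With an estimated correlation 0 lists passed in LI and 0 in SI by camera. Euclidean distance separated 3 groups.

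Leaving out one array gave 3792 to 4275 in LI, 547 to 910 in SI, 2314 to 2641 in LI against SI and 507 to 800 shared, a correlation of 0.725 to 0.787, a ratio of 0.588 to 0.633 and 6 to 6 in Table 1. Additional file 7 ran from 0.945 to 0.969 in LI and 0.990 to 0.997 in SI, Additional file 8 from 0.841 to 0.873 and 0.760 to 0.834. In LI 4 to 5 lists passed (auxin added without H replicate 3 or LI replicate 1), in SI 7 to 7. Lower in SI were 213 without SI replicate 2, and lower in both 179 without H replicate 3 and 180 without SI replicate 2. With the replicate number as a replicate block, 2130 were higher and 2006 lower in LI, 478 and 299 in SI, 1598 and 931 in LI against SI, and 716 shared; of the named calls in SI those of WES1, UGT76E12 and AT1G70985 were lost (adjusted p = 0.0531, 0.0528 and 0.0510). The numbers do not pair the samples, since residual correlations of equal numbers ran from -0.319 to 0.053 and 0 arrays were closest to their own number. SAM called 2159 and 2036 in LI and 548 and 359 in SI, models of 2 groups 390 and 295 in SI, and the intensity trend 519 and 329 in SI.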

Differences from the paper's values

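Scaling by a trimmed mean, by cyclic loess and by the hybridization controls was chosen after the values were seen. So were the intensity trend and the models of 2 groups, which are counted among the remaining alternatives below. Apart from settings given as chosen later, the other alternatives were set before the data were examined. Counts are at the paper's stated thresholds. Only differences past a rule are listed. A count differs when the larger is over 1.5 times the smaller. A log2 change differs by its sign or by more than the combined SD of both groups, and a bound by its sign or by over 1.5-fold. The LI counts, 2135 higher and 2010 lower here, exceed the paper's but stay within the rule. So does THI2.1 in LI, at least 9.58-fold higher here and 6.53-fold in the paper.

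Lower in SI than in H were 323 probe sets here and 129 in the paper. The difference did not hold without a filter on dim probe sets (164), with log2(signal + 16) (132) or with genes in place of probe sets (156), where 7834 genes were tested in place of 14678 probe sets, so that the number falls by construction; the values as deposited gave 51, on the other side of the paper's number, and the remaining alternatives kept the difference, SAM included (359). The hybridization controls gave 146 and the trimmed mean 187, both settings chosen after seeing the values, and they kept 146 and 187 of the 323, while cyclic loess gave 206. Higher in SI without a call in LI were 16 here and 47 in the paper. It did not hold with quantile normalization (35) or without SI replicate 1 (32); the values as deposited gave 1368, on the other side of the paper's number, and the remaining alternatives kept the difference. The trimmed mean gave 48 and the hybridization controls 60, both chosen after seeing the values, and cyclic loess 29. Lower in both LI and SI were 277 here and about 110 in Fig. 2B of the paper, read by eye. No filter (139), log2(signal + 16) (118) and genes in place of probe sets (131) did not differ, the values as deposited gave 46, on the other side, the remaining alternatives kept the difference, and the hybridization controls, chosen after seeing the values, gave 132. Which probe sets the paper called is not analysed here.

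For loci of Additional file 8 the values are log2 changes. AOP1 in LI had -2.38 here and -1.94 in the paper, without a difference in the values as deposited and with one under the other alternatives. APS4 in SI had -0.089 here and 0.18 in the paper; quantile normalization, log2(signal + 16) and leaving out H replicate 3 or SI replicate 1 did not differ, the others did. APS3 in SI had 0.29 here and 0.42 in the paper; quantile normalization, log2(signal + 16) and leaving out H replicate 2 or SI replicate 2 did not differ. SIR in SI had -0.18 here and 0.24 in the paper; the values as deposited, quantile normalization and log2(signal + 16) did not differ. CBL had -1.15 in LI here and -0.94 in the paper, without a difference as deposited, with log2(signal + 16), or without H replicate 2, LI replicate 1 or LI replicate 2, and -0.51 in SI here and -0.22 in the paper, without one under quantile normalization and log2(signal + 16). Under each alternative not named these values differed. The scalings chosen after seeing the values came within the spread for APS4 (trimmed mean 0.08, cyclic loess 0.13, hybridization controls 0.18), APS3 (trimmed mean 0.46, cyclic loess 0.46), SIR (cyclic loess 0.12, hybridization controls 0.09), CBL in LI (cyclic loess -1.12, hybridization controls -1.04) and CBL in SI (trimmed mean -0.34, cyclic loess -0.30, hybridization controls -0.24).

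The paper describes the replicates of each group as clustering together. That held here for 2 of the 3 groups with the uncentered correlation, since SI replicates 2 and 3 joined the H cluster before SI replicate 1 did, and for 3 of 3 with Euclidean distance.

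For the genes of Additional file 7 the paper places *Pieris rapae* closest to the leafminer. Over the 4 loci tested here the LI changes had an uncentered correlation of 0.412 and 0.432 with *P. rapae* at 12 h and 24 h and 0.958 with *Frankliniella occidentalis* at 24 h; with Spearman correlation *P. rapae* at 24 h tied for first at 0.800, and with THI2.1, dim in H, at its lower bound, a setting chosen after seeing the values, *F. occidentalis* at 48 h ranked first at 0.948. The paper's own LI column over 34 loci gave 0.784 with *F. occidentalis* at 48 h, 0.713 with *Pseudomonas syringae* at 24 h, and 0.630 and 0.602 with *P. rapae*. For Additional file 8 the paper's column and the values here both ranked *P. syringae* at 12 h first, with 0.825 and 0.862.

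By GO classes, the paper counts the response to auxin among the pathways of genes lowered in LI. Here 3 of the 27 genes of the auxin list were tested, of which 2 rose in LI and none fell. So few genes cannot test an enrichment over all lowered genes, and the GO classes were not analysed. Of 3 tested heat genes, in a list of 16, 2 fell in LI.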

Other observations

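Families described here were formed from gene symbols after the data were seen, and their genes were chosen after their values were seen. Glycosyltransferases of the UGT family, which attach sugars to hormones and secondary metabolites, had 13 of 30 tested genes higher and 4 lower in LI (set adjusted p = 0.0696 by camera, 0.784 with an estimated correlation). UGT72E1 rose by 1.82 in LI and 1.38 in SI on the log2 scale, UGT84A3 by 2.11 and UGT85A2 by 1.73 in LI, and UGT73B5 and UGT71B5 at least 4.29-fold and 5.56-fold, while UGT78D1 and UGT78D2 of flavonol glycosylation fell by 1.49 and 1.43 in LI and by 1.05 and 1.08 in SI. The family's LI median ran from 0.55 to 0.88 under the scalings tried. Calmodulin-like genes (CML), which sense calcium, had 5 of 6 higher in LI (set adjusted p = 0.0763), with CML41 at 1.58 and CML42 at 1.08, and a median of 1.25 to 1.58 under the scalings.

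Of 5 tubulin genes (TUB) 3 were lower in LI, TUB5 by 1.65, TUB7 by 1.51 and TUB1 at least 1.45-fold (set adjusted p = 0.0696), with a median from -1.60 to -1.27 under the scalings; their SI median of -0.58 turned to 0.24 as deposited. Beta-glucosidase genes (BGLU) had 5 of 10 higher and 2 lower in LI, among them BGLU44 at 1.89 in LI and 1.12 in SI and BGLU47, lower at least 2.17-fold in LI.

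None of 4 tested reference genes was called in LI or SI by limma, and GAPC2, at -0.48 and -0.68, was the one with an adjusted p under 0.05 (0.0477 and 0.0393), below the 2-fold threshold. Their medians were 0.04 in LI, which turned to -0.05 with the trimmed mean, and -0.27 in SI, which turned to 0.56 as deposited (set adjusted p = 0.951 and 0.273 by camera). The one tested gene of the guard cell list, FMA, had -0.41 in LI and 0.07 in SI, and the one of the oxidative stress list 0.56 and 0.24, none of them called.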
